# Skin Transcriptome Profiles Associated with Skin Color in Chickens

**DOI:** 10.1371/journal.pone.0127301

**Published:** 2015-06-01

**Authors:** Jianqin Zhang, Fuzhu Liu, Junting Cao, Xiaolin Liu

## Abstract

Nutritional and medicinal benefits have been attributed to the consumption of tissues from the black-boned chickens in oriental countries. Lueyang black-boned chicken is one of the native chicken breeds. However, some birds may instead have white or lighter skin, which directly causes economic losses every year. Previous studies of pigmentation have focused on a number of genes that may play important roles in coat color regulation. Illumina2000 sequencing technology was used to catalog the global gene expression profiles in the skin of the Lueyang chicken with white versus black skin. A total of 18,608 unigenes were assembled from the reads obtained from the skin of the white and black chickens. A total of 649 known genes were differentially expressed in the black versus white chickens, with 314 genes that were up regulated and 335 genes that were down-regulated, and a total of 162 novel genes were differentially expressed in the black versus white chickens, consisting of 73 genes that were up-regulated (including 4 highly expressed genes that were expressed exclusively in the skin of the black chickens) and 89 genes that were down-regulated. There were also a total of 8 known coat-color genes expressed in previous studies (*ASIP*, *TYR*, *KIT*, *TYRP1*, *OCA2*, *KITLG*, *MITF* and *MC1R*). In this study, 4 of which showed greater expression in the black chickens, and several were up-regulated, such as *KIT*, *ASIP*, *TYR* and *OCA2*. To our surprise, *KITLG*, *MITF* and *MC1R* showed no significant difference in expression between the black- and white-skinned chickens, and the expression of *TYRP1* was not detected in either skin color. The expression of *ASIP*, *TYR*, *KIT*, *TYRP1*, *OCA2*, *KITLG*, *MITF* and *MC1R* was validated by real-time quantitative polymerase chain reaction (qPCR), and the results of the qPCR were consistent with the RNA-seq. This study provides several candidate genes that may be associated with the development of black versus white skin. More importantly, the fact that the *MC1R* gene showed no significant difference in expression between the black and white chickens is of particular interest for future studies that aim to elucidate its functional role in the regulation of skin color.

## Introduction

The skin color of chickens is an important economic trait. Normally, there are three skin colors found in chickens: white, yellow and black. Skin color is the most direct marker whether the bird is black-bone chicken or not. In oriental countries, nutritional and medicinal benefits have been attributed to the consumption of tissues from the black-boned chickens for thousands of years. Therefore, skin color is a key trait that contributes to significant economic value in terms of poultry production. The Lueyang black-boned chicken is one of the native chicken breeds of Lueyang County in the Shaanxi Province of China. This bird is typically composed of eight characteristic black parts: feathers, wing tips, beak, cockscomb, skin, bones, legs and claws. However, some birds may instead have white or lighter skin, which directly affects the selective breeding of the Lueyang chicken population and causes economic losses every year. The presence of pigmented skin among Lueyang chickens is significantly tied to their economic value and the speed of breeding.

Pigmentation is a complex trait that depends on genetics and other factors, including the environment and certain drugs [1–3]. In vertebrates, melanic coloration is often genetically determined and associated with various behavioral and physiological traits, suggesting that some genes involved in melanism may have pleiotropic effects [4]. Many genes have been found to play well-known roles in pigmentation, based on previous genome-wide association scans (GWAS), and the analysis of these genes has identified many single nucleotide polymorphisms (SNPs), e.g., *ASIP*, *OCA2*, *TYR*, *MC1R*, *KITLG*, *TYRP1*, *SLC24A4*, *MITF* and *KIT* [5–9]. Several previous studies have paid significant attention to the coat color of animals and showed that this color is determined by the amount and type of melanin produced and released by the melanocytes present in the skin. For example, recent studies revealed that *MC1R* and *ASIP* are major genes involved in determining coat color in sheep [10,11], and *TYRP1* is a strong candidate gene for color variation in Soay sheep [12]. An expression analysis was performed on 10 genes related to melanocyte development in Silky Fowl and White Leghorn embryos, via qRT-PCR, and a regulatory network for melanocyte development was constructed based on the expression data [13]. Emaresi et al. (2013) considered that color variation was likely to stem from differences in the expression levels of genes belonging to the melanocortin in the tawny owl [14]. Previous studies only focused on the gene expression patterns in animals with different coat color. However, in our study, even the chick had the same coat color, but the skin color was different. The aim of this work was to study the transcriptome profiles in the skin of chickens with black versus white skin using high-throughput RNA deep-sequencing technology, to investigate the different expression profiles of the genes involved in skin pigmentation, then look for the main differences between black and white skin colors in Lueyang chickens. This will enable us to understand the molecular mechanisms involved in skin pigmentation and provide a valuable theoretical basis for the selection of the black trait during the selective breeding of the Lueyang chick.

## Materials and Methods

### Ethics Statement

All of the animals were handled in strict accordance with good animal practices as defined by the relevant national and/or local animal welfare bodies. The experimental procedure was approved by the Animal Care and Use Committee of Northwest A&F University, China and was performed in accordance with the animal welfare and ethics guidelines.

### Experimental Design and Chick Skin Sampling

A total of 200 eggs were collected at random from the Lueyang chicken core breeding factory, Lueyang County, Shaanxi Province, China. The incubation and care of the birds were completed at the poultry farm at Northwest Agricultural and Forestry University, Shaanxi, China. Ten healthy, 16-week-old white and black female Lueyang chickens (5 birds per color) were selected for the sample collection. A piece of skin (8 mm in diameter) from the left back was collected and immediately placed in liquid nitrogen. Total RNA was extracted from the sample using Trizol reagent (Takara, Dalian, China) according to the manufacturer’s instructions. The RNA integrity was evaluated using gel electrophoresis, and the RNA purity was checked via the OD 260/280 ratio and the RIN value. RNA samples with a RIN value greater than 8.0 and an OD 260/280 ratio greater than 1.9 were selected for deep sequencing. According the result of sequencing, some colored gene expressions were validated using Real time quantitative polymerase chain reaction (qPCR). *β-actin* was used as housekeeping gene.

### Library Generation and Sequencing

Three RNA samples from either the black or white skin samples were pooled following mRNA isolation. The isolated mRNA was fragmented, followed by first-strand cDNA synthesis using random hexamer primers. The second-strand cDNA was synthesized using buffer (Invitrogen, 20 μL), dNTPs (0.25 mM / μL), RNaseH (0.05 U / μL) and DNA polymerase I (0.5 U / μL). The short cDNA fragments were purified using the QIAQuick PCR extraction kit (LianChuan Sciences, Hangzhou, China). The fragment ends were repaired, A-tailed and ligated to sequencing adaptors. Suitably sized (350 ± 50 bp) fragments were selected following an agarose gel electrophoresis and used as templates for the PCR amplification to generate an RNA-seq library. The sequencing of the library was performed using an Illumina HiSeq 2000 (LianChuan Sciences, Hangzhou, China). The raw reads were cleaned by removing the adaptors and low quality reads prior to assembly. The unigene assembly was carried out using the short reads assembly program. All assembled unigenes were compared with the proteins in the non-redundant (nr) protein database, using BLAST software with a significance threshold of E-value < 10^-5^. Functional categorization by gene ontology (GO) terms was carried out according to molecular function, biological process and cellular component ontologies with an E-value threshold of 10^-5^. The pathway assignments were performed by sequence searches against the Kyoto Encyclopedia of Genes and Genomes (KEGG) database and using the BLASTX algorithm with an E-value threshold of 10^-5^.

### Differential gene expression profiling

The expression abundance of each assembled transcript was measured through Fragments per Kilobase of exon model per Million mapped reads (FPKM) values. All reads were mapped onto the non-redundant set of transcripts to quantify the abundance of assembled transcripts. Bowtie was used for read mapping and applied for FPKM based expression measurement. The expressions of each reads between sample pairs (BS vs WS) were calculated using the numbers of reads with a specific match. Between the two samples, a minimum of a two-fold difference in log 2 expression were considered as expression differences.

### Real-time quantitative RT—PCR

The expression of these genes was quantified by qRT-PCR using QuantiTect SYBR Green RT-PCR (Qiagen, Waltham, MA). Information regarding the primers of *MC1R*, *TYR*, *KIT*, *ASIP*, *TYRP1*, *OCA2*, *KITLG*, *MITF* used for the qPCR can be found in Table 1. β-actin was used as housekeeping gene. Quantitative real-time PCR was performed in triplicate on the Stratagene iQ5 system. The 12.5 μL PCR reaction included 6.25 μL SYBR Premix Ex Taq II (TaKaRa, Dalian,China), 0.25 μL (10 p moL / μL) specific forward primer, 0.25 μL (10 p moL / μL) reverse primer, 0.5 μL ROX reference dye, 0.25 μL (10 ng / μL) diluted cDNA and 5.25 μL RNase free water. Cycling parameters were 95°C for 10 min, followed by 37 cycles of 95°C for 15 sec, 57°C for 30 sec and 72°C for 45 sec. Melting curve analyses were performed following amplifications. At the end of the cycles, melting temperatures of the PCR products was determined between 70°C and 90°C. The iQ5 software (Bio-Rad) was used for detection of fluorescent signals and melting temperature calculations. Quantification of selected mRNA transcript abundance was performed using the comparative threshold cycle (CT) method. The difference in abundance of mRNA for the genes was determined by analysis of variance.

**Table 1:** Information regarding the specific primers used for the qPCR.

Primer	Sequences (5’→3’)	GenBank accession number	Product Length (bp)
*TYR*	Forward: TGGGGAGTGCAAGTTTG	NM_204160.1	191
	Reverse: TGGAGCCGTTGTTCATCT		
*TYRP1*	Forward: CAGAAGCTCAGTTCCCTCG	NM_205045.1	226
	Reverse: TGGTTGAAGAAGCGTATGG		
*ASIP*	Forward: ATCTCCCACCCATCTCCAT	NM_001115079.1	156
	Reverse: TGAAGTTTGGCACGCAGT		
*KIT*	Forward: CACTCCGCCTTCCACTCAA	NM_204361.1	127
	Reverse: TCTTCTTCCAGATGCCACTCAA		
*MC1R*	Forward: TCCGTCGTGTCCTCCCTCT	NM_00103146.1	262
	Reverse: CCAGCGCGAACATGTGAA		
*OCA2*	Forward: CCAAGCAGGAACTGAGGAGGCA	XM_004938466.1	90
	Reverse: AGGAGACCAGAACAACAAGGCAGAT		
*MITF*	Forward: TGTGACTGAACCAACTGGCACTTAC	NM_205029.1	157
	Reverse: TGCTCCGCCTGCTACTCGTT		
*KITLG*	Forward: AGAGAATGATTCCAGAGTCGCTGTC	NM_001105315.1	97
	Reverse: GCTAGTATTACTGCCAATGCTGTCA		
*β-actin*	Forward: AGGCGAGATGGTGAAAG	NM_205518.1	282
	Reverse: CACGCTCCTGGAAGATAG		

### Statistical Analysis

In this study, the skin from three females was used to prepare one pooled RNA sample for each group of white or black skin. Two cDNA libraries were then constructed to perform the Illumina2000 deep sequencing. The reference genome used in this study can be found at Gallus-gallus.Galgal14.72.dna.toplevel.fa.gz. The significance level was |log2 (Fold change)| >1 with a p value < = 0.05. It ensures an accurate selection of the differentially expressed genes. The relative amount of mRNA expression of each gene (expressed as adjusted Ct value) was analyzed by the Stratagene iQ5 system. Adjusted cycle threshold (C (t)) values were calculated by following equation: CT value = 2^-ΔΔt^. The analysis of variance was performed with SPASS Version 19.0 software. Differences were considered significant at P value < 0.05.

## Results

### Illumina Draft Reads

In this study, we set up two libraries. One was of black skin, another was of white skin. 

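Each library was made from skin RNA pooled from 3 of the 5 females sampled per color, taken at 16 weeks of age from a piece 8 mm in diameter on the left back. There was 1 library per skin color (WS, white skin; BS, black skin), so these libraries hold no replicates and allow no test across birds. The paper's qPCR on 5 birds per color was not analysed here. The authors gave each locus its expression in FPKM, the fragments mapped per length of exon model and per number of mapped reads. Of all loci, 18608 above 0 in at least 1 library carry the authors' calls (2360 of them marked as not tested), and 5 loci whose estimate had failed were left out here. The paper's Table 2 gives 24285949 aligned of 55396942 valid reads for WS and 25589116 of 59201268 for BS. The deposited tables hold no counts of reads, so the counting error behind a single FPKM value is unknown. Fold changes are black over white, computed as log2((FPKM in BS + 1)/(FPKM in WS + 1)), which understates the change of genes near 0. Counts of genes at least 2-fold apart cover loci with at least 1 FPKM in the higher library. Members of 35 gene lists, written before the data were examined, were counted in the same way. Each list's median is given with its percentile among 10000 random lists of the same size matched on mean expression, which describes these 2 libraries and is no test of the skin colors.

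*FABP3*, *RPS27L* and *CLU* were among the 5 most abundant named genes in both libraries. *FABP3*, a carrier of fatty acids, stood at 136895 FPKM in WS and 190145 FPKM in BS, *RPS27L* at 51014 FPKM and 76707 FPKM, and *CLU*, a secreted chaperone, at 33585 FPKM and 32598 FPKM. *YWHAE*, a 14-3-3 protein gene, was among the 5 highest in WS, with 43041 FPKM against 11648 FPKM in BS. *ATPIF1*, an inhibitor of the mitochondrial ATP synthase, was among the 5 highest in BS, with 68836 FPKM against 24869 FPKM in WS, in a locus that spans only 144 bp. The microRNA locus *gga-mir-22*, which spans 100 bp, stood at 48926 FPKM in BS and was listed at 0 in WS, and the authors marked it as not tested. The loci of *RPS27L*, *CLU* and *YWHAE* each overlap another expressed locus. A single locus spanning 311 bp, which carries an identifier in place of a symbol, held 54.7% of the FPKM sum in WS and 30.7% in BS.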

The schematic of the Illumina2000 deep sequencing and analysis from the two libraries are shown in Table 2.

**Table 2:** Summary of the valid reads from the two libraries via Illumina2000 deep sequencing.

Reads	Samples			
	BS		WS	
Total valid reads	59,201,268	100%	55,396,942	100%
Alignment	25,589,116	43.22%	24,285,949	43.84%
Unmapped	33,612,152	56.78%	31,110,993	56.16%

### Differentially Expressed Genes

A comparison of the gene expression showed that a total of 649 unigenes were differentially expressed between WS and BS (|log2 (Fold change)| > 1, p value </ = 0.05), with 314 up-regulated genes and 335 down-regulated genes. 

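Genes of skeletal muscle and of antimicrobial defense were higher in BS, and genes of keratinocytes and red blood cells were lower. Of 18 skeletal muscle markers measured, 2 were at least 2-fold higher in BS and none was lower by that margin, with a median log2 fold change of 0.64, above all random lists (percentile 100). *MYH1*, a fast myosin heavy chain, stood at 63.5 FPKM in BS and 4.27 FPKM in WS, and *PVALB*, the calcium buffer of fast fibers, at 3.61 FPKM and 0.240 FPKM. Of 12 antimicrobial and acute defense genes, 7 were at least 2-fold higher in BS and none was lower by that margin, with a median of 1.23. The median was 0.55 with no filter on low values, and 2.04 and 0.46 with a pseudocount of 0.1 and 5. In the authors' table, 3 genes of the list passed the paper's thresholds, *CATHL2*, *LYZ* and *GAL10*. The 7 included the cathelicidin *CATHL2* (52.9 FPKM in BS, 1.84 FPKM in WS), lysozyme *LYZ* (39.0 FPKM and 8.72 FPKM, in a locus that overlaps another) and, not past the thresholds, the defensins *GAL1* (13.0 FPKM and 1.59 FPKM), *GAL9* (8.16 FPKM and 1.19 FPKM), *GAL2* (7.85 FPKM and 1.32 FPKM) and *GAL7* (4.28 FPKM and 1.05 FPKM).

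Of 18 keratinocyte markers, 6 were at least 2-fold lower in BS and none was higher by that margin. *CDH1*, the adhesion protein E-cadherin, stood at 198 FPKM in WS and 85.5 FPKM in BS, and the desmosomal genes *DSP* and *PKP3* stood at 491 FPKM and 147 FPKM in WS against 228 FPKM and 68.7 FPKM in BS. *TP63*, the regulator of the basal layer, was at 123 FPKM in WS and 57.2 FPKM in BS. Of 5 red blood cell markers, the alpha globins *HBAA* (2903 FPKM in WS, 1154 FPKM in BS) and *HBAD* (842 FPKM and 351 FPKM) were at least 2-fold lower, and the median of the list was -0.65 (percentile 1.23).

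In the authors' table, 541 loci passed the paper's thresholds, 279 of them higher in BS and 262 higher in WS, and 306 of the 541 carry a gene symbol. By fold change alone, 1548 of 15020 loci were at least 2-fold apart, 693 higher in BS and 855 higher in WS. Loci with a gene symbol were more often higher in BS (287 against 228), and unnamed loci more often higher in WS (523 against 230). Over all loci the counts higher in BS and in WS were 776 and 776, 797 and 748, and 899 and 671 under the other scalings of the libraries. At a pseudocount of 5, the log2 fold changes of *PVALB* (0.72) and *GAL7* (0.62) were under 1 and the list of red blood cell markers (median -0.40) lay within the central 95% of random lists. With the total apart from the 50 most abundant genes set equal, *DSP* (-0.95), *PKP3* (-0.94) and *TP63* (-0.94) were short of 2-fold.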

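Among loci without a gene name, 155 passed the paper's thresholds in the authors' table, 72 with more expression in BS and 83 with more in WS. Of these, 50 were listed at 0 in WS and 47 were listed at 0 in BS. The unnamed locus with the highest value in BS among those at 0 in WS was XLOC_017582 on chromosome 5, with 3848 FPKM over a span of 124 bp. It was followed by XLOC_011907 on chromosome 25, with 917 FPKM over 169 bp. On the other side, XLOC_010080 on chromosome 2 stood at 20621 FPKM in WS over 127 bp and XLOC_019912 on chromosome 8 at 7758 FPKM over 154 bp, both listed at 0 in BS. The deposited tables pair none of these loci with a gene. The 97 unnamed loci at 0 in 1 library had a median span of 689 bp and a median of 2.09 FPKM in the library where they were above 0.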

A total of 162 significantly expressed novel genes were identified between WS and BS (WS vs. BS), consisting of 73 genes that were up-regulated (including 4 highly expressed genes that are expressed exclusively in the black-skinned chickens) and 89 genes that were down-regulated. Moreover, 506 unigenes were significantly differentially expressed in both WS and BS. In addition, 62 and 81 unigenes that were uniquely expressed in WS and BS, respectively. 

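Of the loci past both thresholds in the authors' table, 398 were above 0 in both libraries. Among these loci, the named genes with the largest difference in favor of BS were *SRRD*, a locus that overlaps another expressed gene (3277 FPKM in BS, 23.0 FPKM in WS), and *CRYBB3*, a lens crystallin gene (118 FPKM and 1.85 FPKM). *WFIKKN2*, a secreted inhibitor of myostatin, was 37.0-fold higher in BS, at 35.2 FPKM against 0.949 FPKM in WS. The small nucleolar RNA *SNORD12*, whose locus overlaps another expressed locus, stood at 546 FPKM in BS and 47.0 FPKM in WS.

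In favor of WS, among the same loci, *IGHV6-1*, a variable segment of the immunoglobulin heavy chain, stood at 253 FPKM in WS and 7.47 FPKM in BS, in a locus that overlaps another. *ERNI*, a gene of the early embryo, was at 9.53 FPKM and 0.693 FPKM, and *LCT*, lactase, at 8.80 FPKM and 0.755 FPKM. Other genes higher in WS were *FAM105B* (22.3 FPKM and 3.59 FPKM), the myelin and lymphocyte protein gene *MAL* (11.6 FPKM and 1.74 FPKM), the urothelial membrane gene *UPK1B* (6.46 FPKM and 0.929 FPKM), the platelet glycoprotein gene *GP1BA* (45.8 FPKM and 10.3 FPKM) and the mitochondrial gene *MINOS1* (96.2 FPKM and 24.1 FPKM). Under a pseudocount of 5, the log2 fold change of *UPK1B* was -0.95.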

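Among the named genes past both thresholds in the authors' table and listed at 0 in WS, those with the highest values in BS were small structural RNAs. The spliceosomal RNA *U4* stood at 1054 FPKM in BS, the small nucleolar RNA *SNORA3* at 752 FPKM and the RNA of ribonuclease MRP at 197 FPKM. The chemokine gene *CCLI8* was at 25.5 FPKM in BS and listed at 0 in WS. In the other direction, the small nucleolar RNA *SNORA28* stood at 1058 FPKM in WS, the chromatin protein gene *HMGA2* at 1039.9 FPKM and the histone gene *H2B-V* at 6.91 FPKM, all listed at 0 in BS. The loci of *SNORA3* and *SNORA28* overlap other expressed loci. None of these named genes, in either direction, had an authors' q value of 0.05 or less. The number of reads behind a high value such as that of *HMGA2* is unknown. Of 143 loci past both thresholds that were at 0 in 1 library, 20 carry a gene symbol, and 115 span less than 2000 bp. Their median span was 763 bp, and their median expression where they were above 0 was 2.26 FPKM. For loci past the thresholds and above 0 in both libraries, the median span was 13324 bp and the median of the higher value was 22.9 FPKM.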

All of the differentially expressed genes are illustrated in Fig 1.

**Fig 1:**
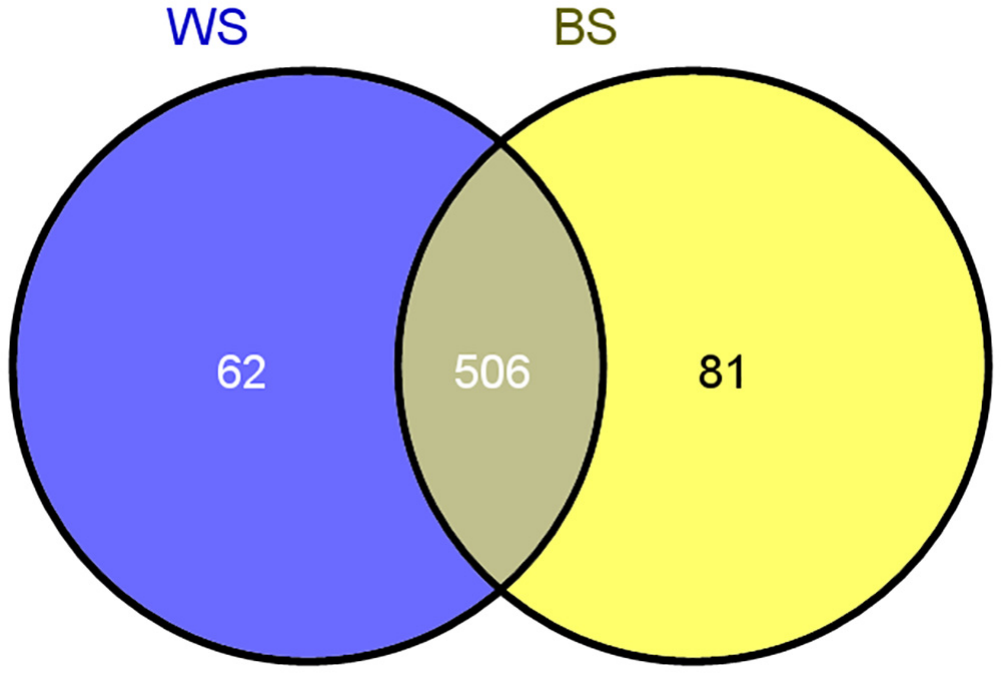
The differentially expressed genes that are unique or shared between WS and BS. WS refers to the white-skinned group. BS refers to the black-skinned group. The numbers in each section of the figure indicate the number of differentially expressed genes in the indicated comparison.

M vs. A plots can be useful to determine any systematic bias that may be present between conditions (A = log2 (Fold change); M = —log10 (P value)). Therefore, we used the log2 (Fold change) value combined with the—log10 (p value) to assess every gene expressed between WS and BS. 

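The loci with the smallest values in the authors' table included genes of pigment cells, muscle and steroid synthesis. An adjusted p (q) value of 0.0387 was given by the authors to *EDNRB2*, the endothelin receptor of avian melanocytes, to *MLPH*, which links melanosomes to their actin motor, and to *MYH1* and *WFIKKN2*, all higher in BS. The authors gave the same q value of 0.0387 to *HSD3B1*, an enzyme of steroid synthesis, to *LCT* and to *RPL26*, all higher in WS. In all, 21 loci had an authors' q value of 0.05 or less. Of the loci with an authors' p value of 0.05 or less, 541 also had an absolute log2 fold change above 1, and 108 did not. The authors' table marks all of these as significant. A further 4216 loci were past the fold threshold but not the authors' p threshold. The authors marked 2360 of all their loci as not tested, such as *gga-mir-22*, so the 4216 loci did not all fail a test. Here log2 (Fold change) is BS over WS, computed without a pseudocount.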

Volcano plots exploring the relationship between the fold change and the significance are shown in Fig 2.

**Fig 2:**
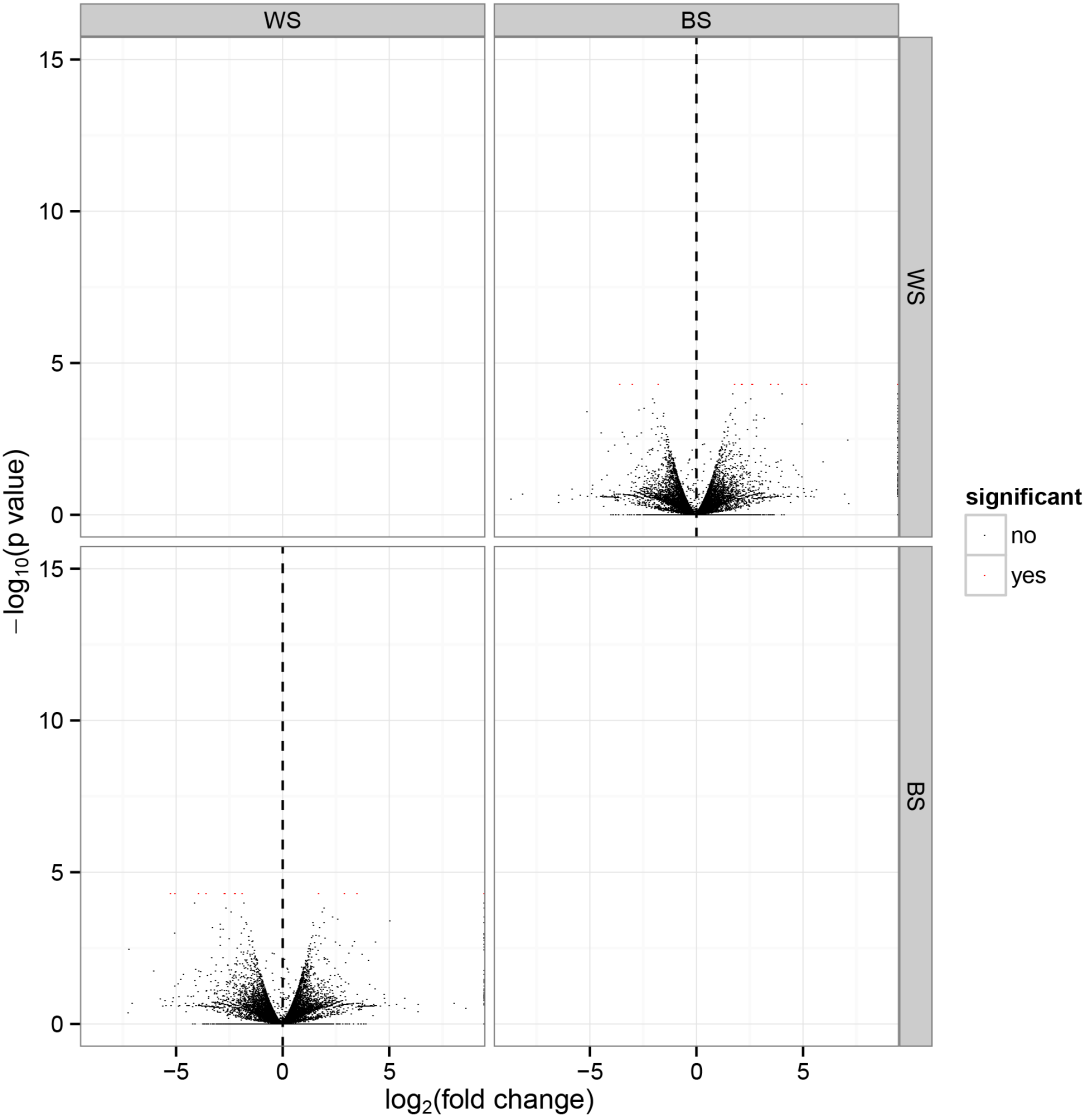
Volcano plots exploring the relationship between the fold change and the level of significance. The red plot represents significance; the black plot represents no significance; log_2_ (Fold Change) is equal to log_2_ (WS value / BS value).

A heatmap was produced to explore the differences in gene expression. In a heatmap, different colors represent different expression levels, and a darker color represents greater expression. There are many genes with well-known roles in pigmentation that have been identified in previous genome-wide association scans (e.g., *ASIP*, *OCA2*, *TYR*, *MC1R*, *KITLG*, *TYRP1*, *SLC24A4* and *KIT*). Several of these genes showed significant differences in expression between the white- and black-skin samples used in this study; *TYR*, *OCA2*, *ASIP* and *KIT* are shown in Fig 3. 

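As plain ratios of FPKM, without a pseudocount, *TYR*, *OCA2* and *ASIP* were more than 4-fold higher in BS, and *KIT* was 2.5-fold higher. *TYR*, the rate-limiting enzyme of melanin synthesis, stood at 8.17 FPKM in BS and 0.957 FPKM in WS, which is 8.53-fold and a log2 fold change of 2.23 with the pseudocount. *OCA2*, a membrane protein of the melanosome, was at 4.72 FPKM and 1.09 FPKM (log2 fold change 1.45). *ASIP*, the secreted antagonist of *MC1R*, was at 6.41 FPKM and 1.47 FPKM (log2 fold change 1.58). *KIT*, the receptor of the ligand encoded by *KITLG*, was at 2.84 FPKM and 1.14 FPKM (log2 fold change 0.85, and 1.25 with a pseudocount of 0.1). *DCT*, the enzyme also called *TYRP2*, stood at 31.2 FPKM in BS and 9.21 FPKM in WS (log2 fold change 1.66).

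In the deposited table *TYR* is locus XLOC_002350 on chromosome 1 from 192138670 to 192188837 and *OCA2* is XLOC_000913 on chromosome 1 from 134735984 to 134917317. *ASIP* is XLOC_010434 on chromosome 20 from 1552598 to 1585728 and *KIT* is XLOC_015862 on chromosome 4 from 67140503 to 67193300. The submitters' processing notes name galGal4 and the paper names another reference file, so these coordinates are given as deposited, with the build unsettled. With a pseudocount of 5, the log2 fold changes of *OCA2* (0.67) and *ASIP* (0.82) were under 1.

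**Figure D1:**
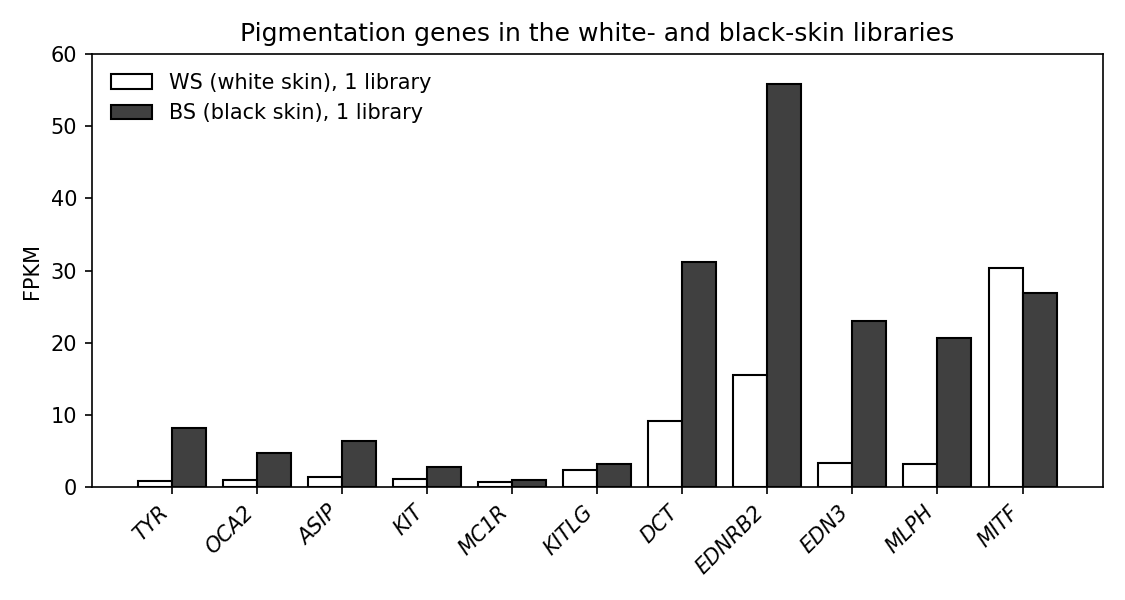
Expression of 11 pigmentation genes in FPKM (vertical axis) in the white-skin library (white bars) and the black-skin library (dark bars), 1 pooled library per color and no error bars. *TYR* stands at 8.17 FPKM in BS and 0.957 FPKM in WS, and *MC1R* is near 1 FPKM in both.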

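*MC1R*, the melanocortin receptor of pigment cells, stood at 1.04 FPKM in BS and 0.786 FPKM in WS, a log2 fold change of 0.19 (the authors' p = 0.775). *KITLG*, which encodes the ligand of *KIT*, was at 3.22 FPKM and 2.37 FPKM (log2 fold change 0.32, the authors' p = 0.451). *GRAP2*, an adaptor of T cell signaling, was at 3.91 FPKM and 3.47 FPKM (log2 fold change 0.14, the authors' p = 0.797).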

*MC1R*, *KITLG*, *GRAP2*, and *IRF6* also showed no differences in expression. From the SLC family, *SLC16A9* and *SLC16A5* were significantly up-regulated (WS vs. BS). However, *SLC16A1*, *SLC25A48* and *SLC47A2* were significantly down-regulated (WS vs. BS), and *SLC24A4* and *SLC38A1* showed no differences in expression between the two skin colors. 

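*SLC16A9* and *SLC16A5*, both of the monocarboxylate transporter family, differed in direction between the libraries. *SLC16A9* stood at 11.1 FPKM in BS and 4.99 FPKM in WS, a log2 fold change of 1.02 (the authors' p = 0.043). *SLC16A5* stood at 14.6 FPKM in BS and 29.2 FPKM in WS, a log2 fold change of -0.95 (the authors' p = 0.0405). At a pseudocount of 5, the log2 fold change of *SLC16A9* was 0.69.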

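*SLC16A1*, a lactate transporter, stood at 22.8 FPKM in BS and 14.6 FPKM in WS, a log2 fold change of 0.61 (the authors' p = 0.169). Its locus overlaps 3 other expressed loci. The mitochondrial carrier *SLC25A48* was at 1.55 FPKM in BS and 4.62 FPKM in WS and the organic cation exporter *SLC47A2* at 1.12 FPKM and 3.66 FPKM, both with a log2 fold change of -1.14. The authors' p values for these genes were 0.0221 and 0.030. *SLC24A4*, a potassium-dependent sodium/calcium exchanger, was at 1.04 FPKM and 0.719 FPKM (log2 fold change 0.25, the authors' p = 0.491). *SLC38A1*, a glutamine transporter, was at 67.8 FPKM in BS and 141 FPKM in WS (log2 fold change -1.04, the authors' p = 0.0482).

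Of 174 solute carrier genes measured, 2 were at least 2-fold higher in BS, 8 were at least 2-fold lower and 164 were within 2-fold. The anion transporter *SLC26A9* (1.55 FPKM in BS, 8.19 FPKM in WS), the sodium/glucose cotransporter *SLC5A1* (3.12 FPKM and 8.24 FPKM) and the ascorbate transporter *SLC23A1* (7.35 FPKM and 19.2 FPKM) were lower in BS, and the hexose transporter gene *SLC2A6* (11.9 FPKM and 4.67 FPKM) was higher. The median of the list was -0.02 (percentile 45.3), and 0.03, 0.05 and 0.11 under the other scalings of the libraries, where the log2 fold change of *SLC38A1* was -0.98, -0.96 and -0.89. Under a pseudocount of 5, *SLC25A48* (-0.56), *SLC47A2* (-0.50), *SLC5A1* (-0.70), *SLC23A1* (-0.97) and *SLC2A6* (0.80) were short of 2-fold.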

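Other genes of the melanosome were listed at 0 in both libraries together with *TYRP1*, an enzyme of eumelanin synthesis. *TYRP1* is locus XLOC_022235 on chromosome Z, where *SLC45A2*, a melanosomal transporter, and *MLANA*, a melanosomal membrane protein, also lie. *PMEL*, the fibril protein of the melanosome, lies on a small linkage group and was listed at 0 as well. All 2269 loci on 24 chromosomes and contigs, among them Z, W and the mitochondrial genome, were at 0 in WS and in BS. They include the ribosomal protein genes *RPS6*, *RPL37*, *RPS23* and *RPL17L*, whereas all 69 other ribosomal protein genes measured were above 0. On the remaining 28 chromosomes and contigs, 90.4% of loci were above 0 in at least 1 library. A value of 0 on these sequences is reported as listed, not as absence of the transcript.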

The expression of *TYRP1* was not detected in either skin color.

**Fig 3:**
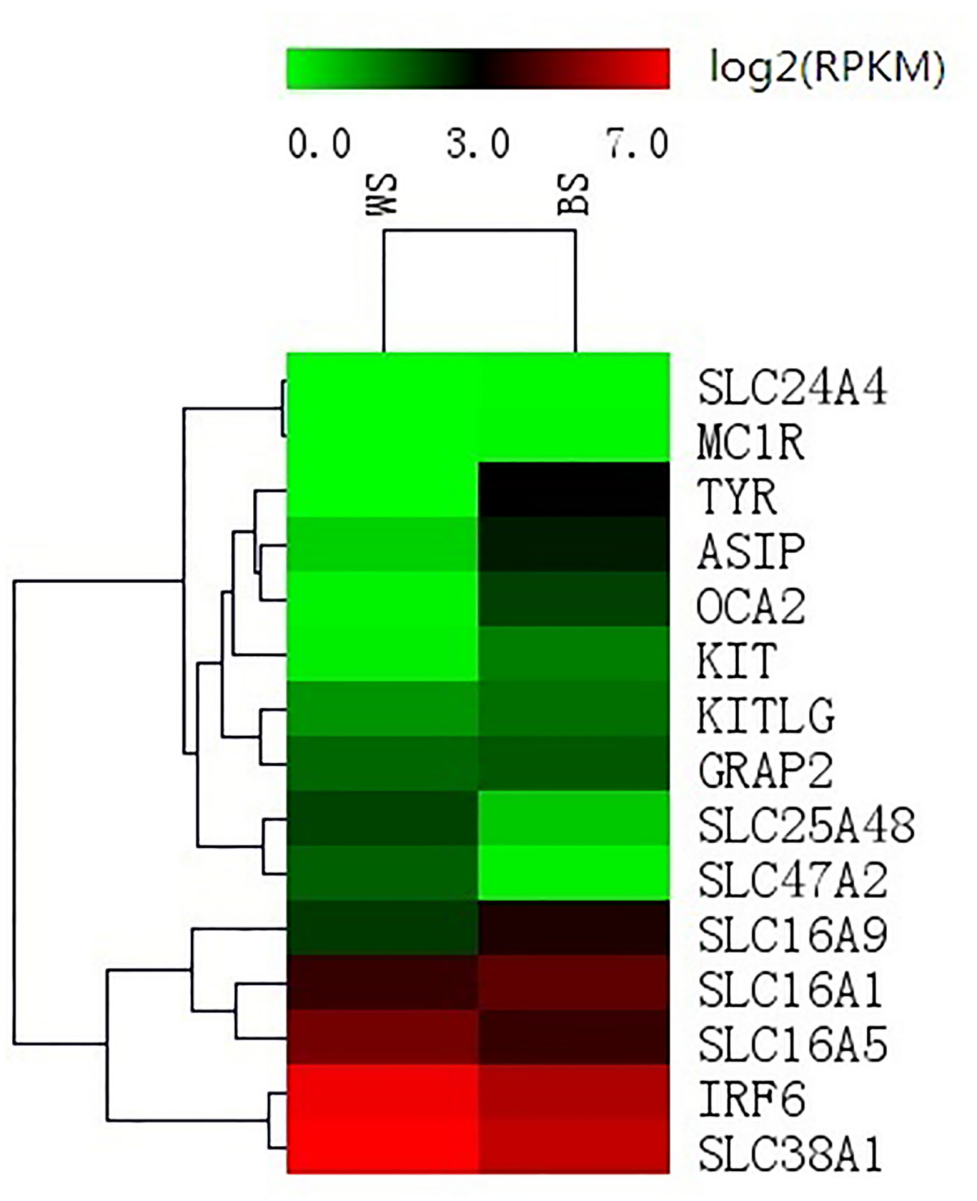
A heat-map exploring the differences in gene expression between WS and BS. Different colors represent different expression levels; a darker color represents higher expression and a greater log2 (RPKM) value.

### Validation of the Differentially Expressed mRNA in the Chicken Skin

The expressions of *ASIP*, *TYR*, *KIT*, *TYRP1*, *MC1R*, *OCA2*, *KITLG* and *MITF* were validated using real-time quantitative polymerase chain reaction (qPCR). Each RT-PCR experiment contained triplicates of 10 test individuals (5 birds per color), one no-template-control, and a log10 dilution series. Samples were randomly assigned to PCR plates. The results indicated that there were no significant differences in the expression of *MC1R*, *KITLG* and *MITF* between the black and white skin samples (Fig 4), but the expression of *TYR*, *KIT*, *OCA2* and *ASIP* was significant (P value < = 0.05); the results of the qPCR were consistent with the RNA-seq.

**Fig 4:**
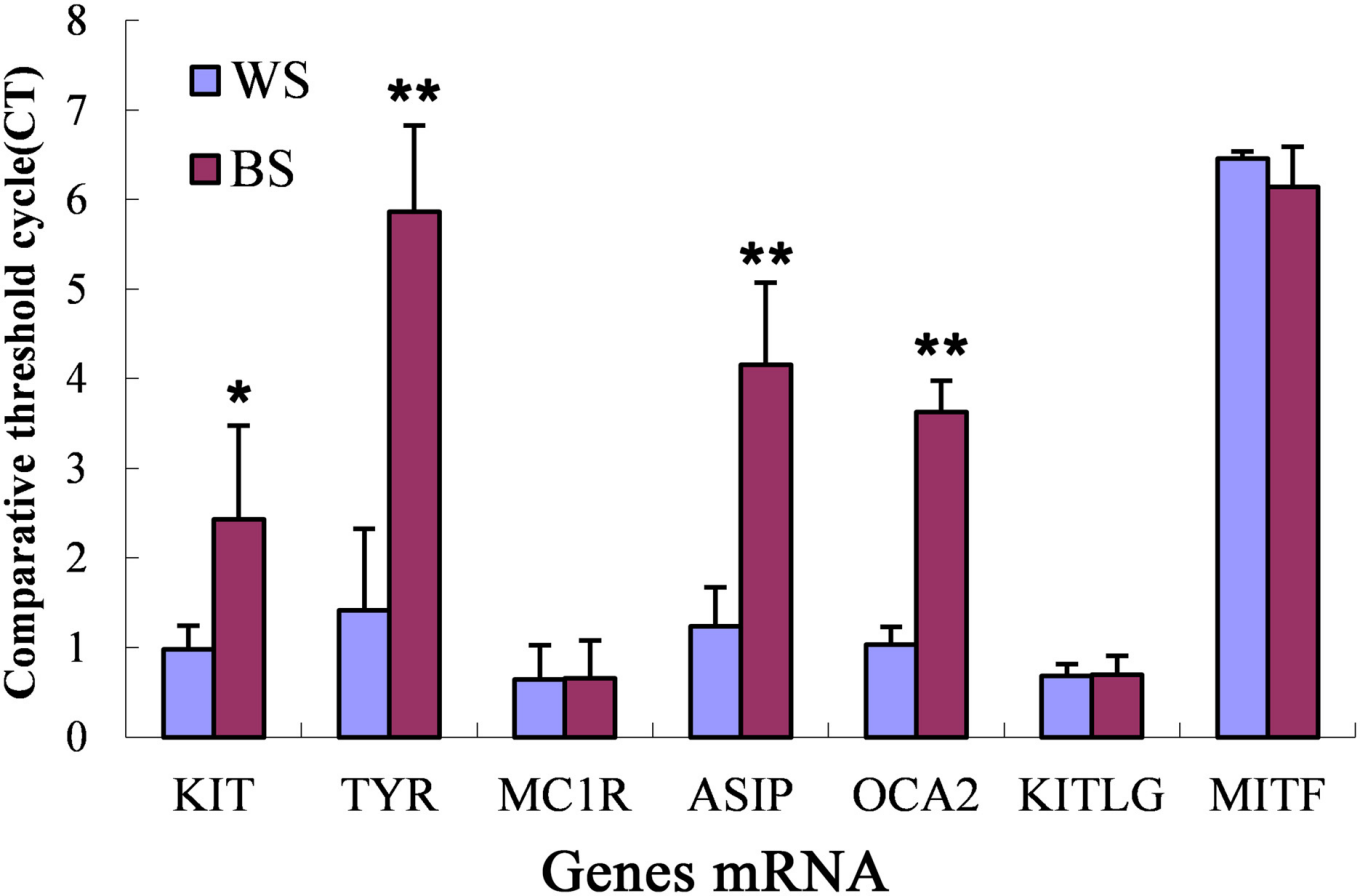
Quantification of the mRNA levels from the RNA extracted from the skin of black (black chicken, red bars) or white chickens (white bars). The bars represent the adjusted ct values; therefore, higher values represent higher mRNA levels. The error bars are the S.E. for 6–8 samples from each skin color group. * 0.01<p<0.05 ** p<0.01.

### KEGG Analysis of the Pathways

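Genes of smooth and skeletal muscle contraction were higher in BS, and steroid enzymes differed in both directions. Of 19 steroid hormone genes measured, *HSD3B1*, which converts pregnenolone to progesterone, stood at 10.2 FPKM in BS and 78.6 FPKM in WS. *HSD17B2*, which inactivates estradiol and testosterone, was at 1.19 FPKM and 6.90 FPKM, and *CYP1B1*, which hydroxylates estrogens, was higher in BS at 14.5 FPKM against 1.98 FPKM. No other member was 2-fold apart, and the median log2 fold change was -0.22 (percentile 2.84).

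Of 55 vascular smooth muscle genes, 5 were at least 2-fold higher in BS and none was lower by that margin, with 11 lower by any margin and a median of 0.36 (percentile 100). *ACTG2*, the smooth muscle gamma actin, stood at 601 FPKM in BS and 201 FPKM in WS, and *MYH11*, the smooth muscle myosin, whose locus overlaps another, at 262 FPKM and 122 FPKM. *MYLK2* and *CACNA1S*, which act in skeletal muscle, were at 62.0 FPKM and 49.9 FPKM in BS against 28.1 FPKM and 24.4 FPKM in WS. *EDN3*, the ligand of *EDNRB2*, was the remaining one. In the authors' table, 4 genes of the list passed the paper's thresholds, and *MYH11* did not (authors' p value 0.103). Of the skeletal muscle markers, 16 of 18 were higher in BS by any margin. These lists were written from textbook knowledge and are not the KEGG assignments, which were not used here. With a pseudocount of 5, the log2 fold changes of *HSD17B2* (-0.94) and *CACNA1S* (0.90) were short of 2-fold, and the steroid list lay below the central 95% of random lists.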

A KEGG enrichment analysis showed that the differentially expressed genes are significantly involved in six predicted pathways (p value </ = 0.01), including steroid hormone biosynthesis, vascular smooth muscle contraction, phenylalanine metabolism, glycolysis / gluconeogenesis, calcium signaling pathway and melanogenesis. 

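For phenylalanine and tyrosine metabolism, *TYR* and *DCT* were the only 2 of 12 measured genes at least 2-fold apart, and the median was 0.11 (percentile 85.5). For glycolysis and gluconeogenesis, 3 of 28 genes were at least 2-fold higher in BS and none was lower by that margin. These were *GAPDH* (7716 FPKM in BS, 3485 FPKM in WS), *PGK1* (411 FPKM and 186 FPKM) and *LDHA* (999 FPKM and 458 FPKM), enzymes of the lower part of glycolysis, and the median of the list was 0.06 (percentile 95.0). In the authors' table, *PGK1* and *LDHA* passed the paper's thresholds and *GAPDH* did not (authors' p value 0.277). For calcium signaling, 4 of 80 genes were at least 2-fold higher in BS and none was lower by that margin, with 21 lower by any margin and a median of 0.30 (percentile 100). Besides *EDNRB2* and *CACNA1S* these were the oxytocin receptor *OXTR* (10.7 FPKM in BS, 3.22 FPKM in WS) and the bradykinin receptor *BDKRB1* (3.45 FPKM and 1.07 FPKM). *OXTR* and *BDKRB1* did not pass the paper's thresholds (authors' p values 0.0823 and 0.0669). At a pseudocount of 5, the log2 fold changes of *OXTR* (0.93) and *BDKRB1* (0.48) were under 1 and the median of the calcium list was 0.19. Over genes with at least 5 FPKM in the higher library, the lists of phenylalanine and tyrosine metabolism (median 0.33) and of glycolysis (0.14) lay above the central 95% of random lists.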

All of the pathways and the related information are described in Table 3. In this study, we paid more attention on the pathway of melanogenesis (Fig 5).

**Table 3:** The KEGG enrichment analysis showing that the differentially expressed genes are significantly involved in the predicted pathways.

Pathway names	S gene	TS gene	B gene	TB gene	P value
Steroid hormone biosynthesis	3	649	12	18608	**0.0073**
Vascular smooth muscle contraction	5	649	38	18608	**0.0098**
Phenylalanine metabolism	2	649	8	18608	**0.0296**
Calcium signaling pathway	6	649	71	18608	**0.0373**
Glycolysis / Gluconeogenesis	3	649	23	18608	**0.0445**
Melanogenesis	4	649	40	18608	**0.0498**

Note: S gene represents the number of significant genes that were expressed; TS gene represents the total number of significant genes that were expressed; B gene represents the number of unigenes involved; TB gene represents the total number of unigenes.

**Fig 5:**
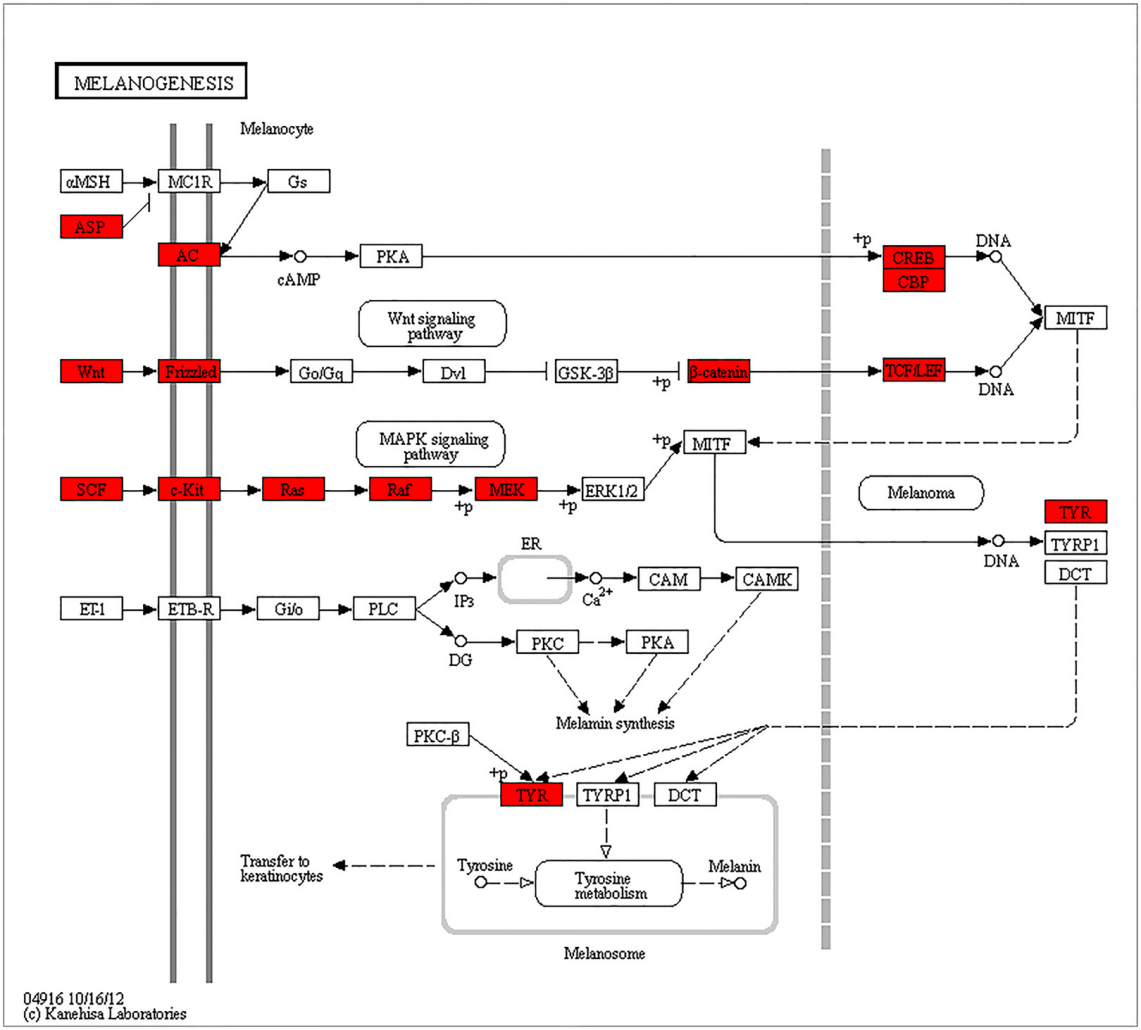
The differentially expressed skin color genes identified in the analyzed chicken skin and their involvement in the melanogenesis pathway. The genes with a red frame are upregulated in the black skin compared to the white skin.

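Of the genes in the red frames, *TYR* and *ASIP* were at least 2-fold higher in BS, and the Wnt receptor *FZD5* and the ligands *WNT3*, *WNT6* and *WNT10A* were at least 2-fold lower. *FZD5* stood at 8.18 FPKM in BS and 21.3 FPKM in WS, and *WNT3* at 0.740 FPKM and 2.69 FPKM. *WNT6* (53.9 FPKM and 111 FPKM) and *WNT10A* (15.6 FPKM and 33.7 FPKM) lie in a shared region of 317378 bp, where transcripts of several genes overlap, so their values cannot be separated. The other 37 of 43 measured genes, read from the frames by eye, were within 2-fold, and the median log2 fold change was -0.07. Where a frame names a gene family, such as the Wnt ligands, all its members were taken. A gene counted here need not be one that the drawing marks as changed. In the authors' table, 5 genes of the red frames passed the paper's thresholds, with *TYR*, *ASIP* and *KIT* higher in BS and *FZD5* and *WNT3* lower. Under a pseudocount of 5, none of these 4 Wnt genes was 2-fold lower and *ASIP* was not 2-fold higher. With the upper quartiles set equal, *WNT6* and *WNT10A* were short of 2-fold, and under that scaling the median of the list was 0.0036.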

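Outside the red frames of the pathway, *DCT* and *EDNRB2* were higher in BS. *EDNRB2*, a receptor for endothelins on pigment cells, stood at 55.8 FPKM in BS and 15.5 FPKM in WS, which is 3.60-fold. The other 19 of 21 measured genes outside the frames were within 2-fold, and the median log2 fold change was 0.19. Over all 76 genes of the boxes and their families found in the deposited table, 7 passed the paper's thresholds in the authors' table. These were *ASIP*, *DCT*, *EDNRB2*, *KIT* and *TYR*, higher in BS, and *FZD5* and *WNT3*, lower in BS.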

A total of 40 differentially expressed genes are involved in the melanogenesis pathway, which plays an important role in animal pigmentation (Table 3). 

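In the authors' table, *ASIP* had a p value of 0.0103, *TYR* a p value of 0.018 and *KIT* a p value of 0.0439, all with more expression in BS. *OCA2*, which is not drawn in the pathway, had an authors' p value of 0.00655, and *DCT*, the enzyme downstream of *TYR*, an authors' p value of 0.0001. The adjusted (q) values that the authors deposited were 0.636 for *ASIP*, 0.859 for *TYR*, 0.999 for *KIT*, 0.493 for *OCA2* and 0.0542 for *DCT*. Each compares a single pooled library per color.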

Three crucial genes were identified in this pathway: *KIT*, *TYR*, and *ASIP*, which were significantly up-regulated in BS (p value </ = 0.01). In contrast, expressions of the *MC1R* and *MITF* gene were not significantly different between BS and WS (P value>0.05) (Fig 3).

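*MITF*, the transcription factor that directs melanocyte development and activates *TYR* and *DCT*, stood at 26.9 FPKM in BS and 30.4 FPKM in WS. This is a log2 fold change of -0.17, and the authors' p value was 0.683. The value covers the whole locus on chromosome 12 and does not separate the transcripts of *MITF* that start at different promoters.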

### GO enrichment Analysis

We analyzed the GO (gene ontology) enrichment of the identified genes. A total of 649 significantly different genes were mapped to the Gene Ontology database (http://www.geneontology.org/), and a total of 222 GO terms were obtained, including 77 significantly different terms (p value < 0.05). These terms were categorized into one of three categories: molecular function, biological process and cellular component (Fig 6). In the molecular function category, 10 significant unigenes are involved in calcium-ion binding (p value = 0.025). The canonical Wnt receptor signaling pathway is significantly different (p value = 0.0042) in the biological process category. 

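Of 48 canonical Wnt genes measured, 2 were at least 2-fold higher in BS and 7 were at least 2-fold lower, but 4 and 3 with the totals apart from the 50 most abundant genes set equal, and 2 and 1 with a pseudocount of 5. *SFRP1* (27.6 FPKM in BS, 9.77 FPKM in WS) and *DKK3* (72.5 FPKM and 30.9 FPKM) were the higher ones. Other members of the same families were lower in BS, with *SFRP2* at 108 FPKM in BS and 331 FPKM in WS, and *DKK2* at 8.74 FPKM and 19.8 FPKM. The median of the list was -0.16 (percentile 1.70), and -0.03 with these totals set equal. The authors' p values were 0.0024 for *SFRP1*, 0.0057 for *DKK3* and 0.0012 for *SFRP2*, which passed the paper's thresholds, and 0.138 for *DKK2*, which did not. The GO assignments were not used here. With a pseudocount of 5, the log2 fold change of *DKK2* was -0.85.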

In the cellular process category, the extracellular region is the most significant (p value = 0.0001), containing 10 significantly different unigenes.

**Fig 6:**
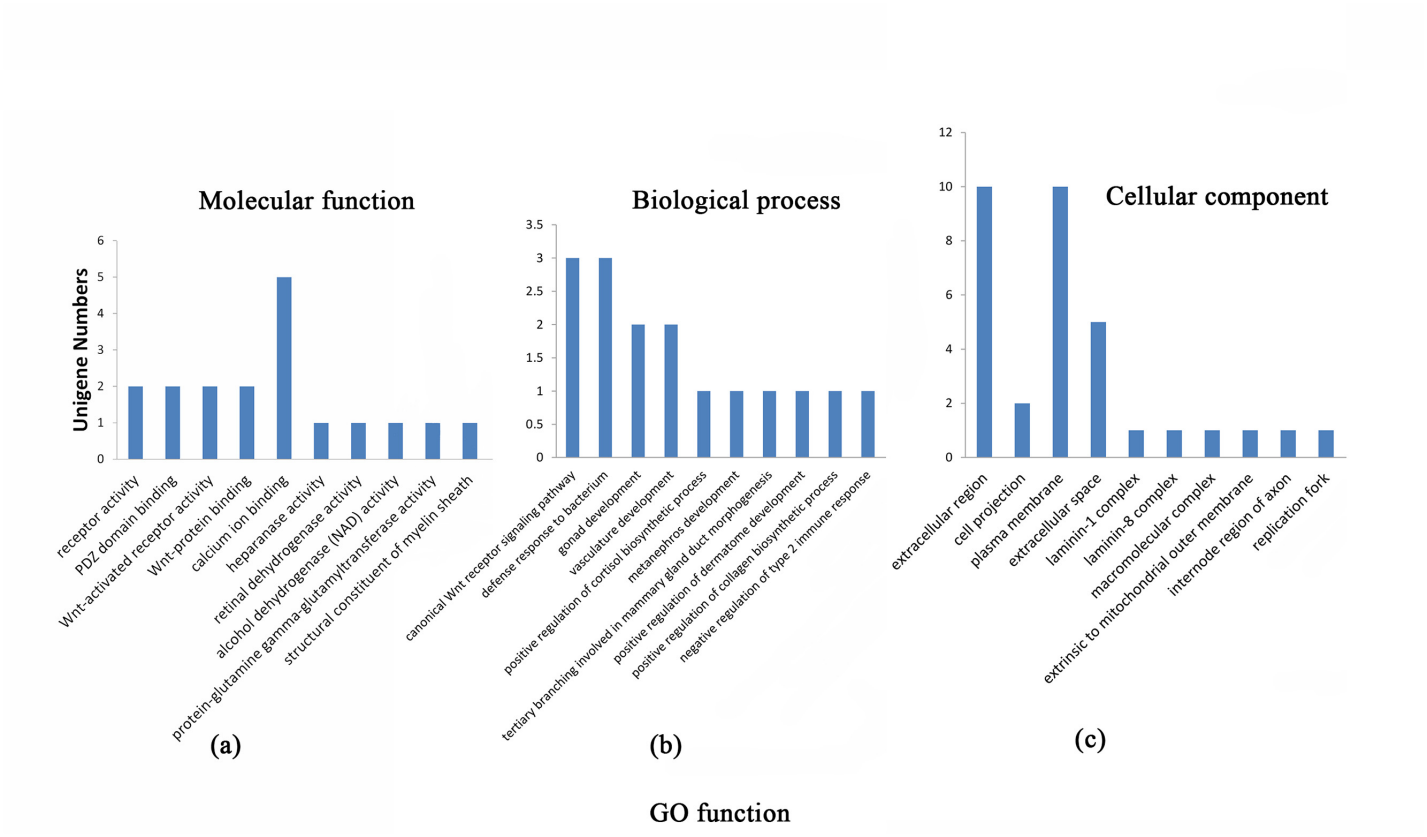
Significantly different GO terms correspond to different categories in the analyzed chicken skin. Note: a. The significantly different GO terms in the molecular function category; b. The significantly different GO terms in the biological process category; c. The significantly different GO terms in the cellular component category.

## Discussion

The mechanisms of melanogenesis are complex, and a number of recent publications have summarized the current understanding of the process of melanin production in the skin [15]. A number of studies, including GWAS, have identified numerous polymorphisms controlling human hair, eye and skin color, such as *MC1R*, *OCA2*, *TYR*, *TYRP1*, *TYRP2*, *ASIP*, *IRF4*, *SLC24A4* and *SLC45A2* [6–8]. A large number of single nucleotide polymorphisms (SNPs) have been identified, very few SNPs have been examined in relation to pigmentary phenotypes. It is well known that the rate-limiting enzyme for the formation of melanin is tyrosinase (*TYR)*, which is responsible for several oxidative steps in the synthesis of melanin [16, 17]. In our study, among the differentially expressed skin color genes, *TYR* showed the greatest level of differential expression in the black versus white chicken skin. This is consistent with studies of sheep coat color [18, 19]. 

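Among the color genes that the paper names, *TYR* had the largest fold change, followed by *DCT*, *ASIP* and *OCA2* on the scale with a pseudocount of 1. With a pseudocount of 5, *DCT* had a larger fold change than *TYR*. Among all 21 pigment cell markers measured, *MLPH*, the adaptor between melanosomes and their motor, stood higher than *TYR* with a pseudocount of 1, with 20.7 FPKM in BS and 3.29 FPKM in WS (log2 fold change 2.34). *TSPAN10*, a tetraspanin of pigment cells, had a larger plain ratio, 16.1-fold, but from 0.127 FPKM in WS to 2.04 FPKM in BS (log2 fold change 1.43 with the pseudocount). At a pseudocount of 5, the log2 fold change of *TSPAN10* was 0.46.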

*KIT* is a receptor tyrosine kinase primarily composed of five extracellular immunoglobulin-like domains, a transmembrane domain and two intracellular tyrosine kinase domains. A new study showed that a novel splicing mutation in *KIT* results in piebaldism and auburn hair color in humans [20]. In regards to the important role of *KIT* in UVB-induced melanogenesis in the epidermis [21], more and more studies are focusing on this gene and the potential to lighten human skin color through the inhibition of *KIT* expression. In this study, the expression of the *KIT* gene was also significantly greater in the black-skinned compared to the white-skinned chickens. Black skin color is known to be due to an increase in the ratio of melanin relative to the white skin color. Previous studies revealed that *MITF* (microphthalmia-associated transcription factor) is involved in the development of melanocytes. The present study described the mutation at the *MITF* gene responsible for the plumage color both in the Japanese quail and gallus. The semi dominant B mutation results from a premature stop codon caused by a 2 bp deletion in exon11 of *MITF* [9]. The latest report indicated that there was alternative splicing of *MITF* gene in the skin of sheep [22]. It will provide new way to investigate the different color skin of chickens.

Melanocortin-1 receptor (*MC1R*) is responsible for binding melanocyte stimulating hormone (*MSH*), which is expressed by stressed keratinocytes, and initiating the cascade of melanogenesis [23]. *MC1R* has classically been considered to play a role in and be the irreplaceable target involved in regulating mammalian skin pigmentation and hair color [24–26]. Despite the fact that more than 100 variants of the *MC1R* gene have been identified to date, the consequences of these variants on the physiological function of *MC1R* have been defined only partially [27]. Kinsler et al. (2012) hypothesized that if *MC1R* variants are associated with the growth of moles, the variants might also be associated with fetal growth in general [28]. It has been suggested that *MC1R* is likely to play an important role in the regulation of the immune system. Recent results have also shown that *MC1R* decreases inflammation both in vitro and in vivo and may be part of a therapeutic signaling pathway against inflammatory diseases [29]. All these findings expand on the known variations associated with the *MC1R* gene. More and more studies described that the *MC1R* gene had multiple pleiotropic effects that extend well beyond pigmentation. It can be summarized that *MC1R* does not stop at coloration. Instead, it has been proposed that this gene may also affect behavior, immune function, the nervous system and stress responses [30]. Therefore, many researchers have begun to pay more attention to the role of the *MC1R* gene in pigmentation, and recent studies have demonstrated new findings in regards to *MC1R*. Interestingly, the gene expression of *MC1R*, which has been identified in several studies as a gene related to pigmentation, showed no difference between the white and black skin samples. Three cosmetically important skin lightening agents, hydroquinone (HQ), kojic acid (KA), and niacinamide (NA) make up the bulk of the lightening ingredients in cosmetics, and an examination of these skin lighteners found that all of them led to marked increases in the expression of the *TYR* gene in the melanocytes but not *MC1R* [31]. Another recent study found that there is no association between *MC1R* polymorphisms and plumage coloration in the zebra finch [32], which is consistent with a study that was performed in leaf warblers. Another recently study also indicated that the coat color variation observed in rhesus macaques (variation from light to dark) is unlikely to be due to differences in the expression levels of the *MC1R* gene [33]. In a recent microarray experiment, no significant differences in the expression of *MC1R* were observed between the white skin and black spots of sheep. Instead, the researchers found many new differentially expressed genes that are likely to be involved in the formation of the black spots [34]. Similarly and to our surprise, *MC1R* showed no significant differences in expression between the black-skinned and white-skinned Lueyang chickens used in this study. *MC1R* is constitutively active so that there is no difference in expression between the two morphs. The specific function and role of *MC1R* in pigmentation still requires further research.

In a more recent paper, *TYRP1* was found to show higher expression in the skin of black-coated sheep versus white-coated sheep [19]. However, in our study, the expression of *TYRP1* was not detected in either skin color. The results of our RNA-sequence and the subsequent validation were consistent, but these results still require additional research. The gene for agouti signaling protein (*ASIP*) is centrally involved in the expression of coat-color traits in animals. Previous studies have shown that the *ASIP* gene is responsible for the skin color of both white- and black-coated sheep [18], and a mutation in *ASIP* causes the black-and-tan pigmentation phenotype observed pigs [35]. Consistent with these previous studies, *ASIP* was also found to show significantly different expression levels in the black-skinned chickens versus the white-skinned chickens used in this study. However, in the pathway of melanogenesis (Fig 5), It indicted that *ASIP* (*ASP*) gene was suppressed *MC1R* gene. In epidermal tissues, binding of *ASIP* to *MC1R* leads to the down-regulation of genes such as *MITF* and *TYR*. Finally, the production of pheomelanin would be reduced. In this study, the expression of the *ASIP* gene was also significantly greater in the black-skinned compared to the white-skinned chickens. So, it can suppress the expression of *MC1R* gene in black-skinned chickens. Whether it is the main reason for explaining *MC1R* gene had no significant difference between black- and white-skinned chickens or not, which need more investigations. Oculocutaneous albinism (*OCA*) is the most commonly inherited skin pigmentation disorder. Oculocutaneous albinism type 2 (*OCA2*), the most common *OCA* type, is caused by mutations in the *OCA* gene. The recent discovery of a novel *OCA2* gene variant for melanoma risk in a familial melanoma pedigree provides evidence for the detrimental effects of *OCA2* gene mutations on pigmentation, which supports the existing GWAS data regarding the relevance of the *OCA2* gene in melanoma predisposition [36]. There are exceptions for both *OCA2* and *MC1R*, which also harbor non-synonymous mutations, rs1800414 (His615Arg) in *OCA2* and rs885479 (Arg163Gln) in *MC1R*, which have been associated with skin pigmentation in East Asian populations [37–39]. However, in sheep skin, the genes associated with *OCA* were expressed but the majority did not show any differential expression associated with the coat color [39]. *OCA2* showed significantly different expression between the white- and black-skinned chickens used in this study, and the expression of *OCA2* was up-regulated in black chick, which proving that *OCA2* is closely related to skin color.

The GO and KEGG pathway analysis of the differentially expressed genes revealed that the majority were associated with cell functions and cell components. Of particular interest were the pathways related to pigmentation and melanogenesis. In this study, in terms of the molecular function category, 4 significant genes were found to be involved in melanogenesis, and 10 significant unigenes are involved in calcium-ion binding (p value = 0.025). In the biological process category, the canonical Wnt receptor signaling pathway showed a significant difference as well (p value = 0.0042). Both of these categories are related to pigmentation during the process of melanogenesis. In melanogenesis pathway, Wnt signaling pathway and Ca^2+^ had important roles during melamin synthesis (Fig 5). All these results provide strong evidence that there is a significant difference in the level of melanogenesis between black- and white-skinned Lueyang chickens. However, further investigation is still needed to confirm the regulatory relationships of these genes.

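Of 21 pigment cell markers measured, 10 were at least 2-fold higher in BS and none was at least 2-fold lower, and 16 were higher by any margin. With a pseudocount of 5, 5 were at least 2-fold higher, and with at least 5 FPKM 5 of 12 were, with a median of 0.63. As reported, the median log2 fold change of the list was 0.86, above all 10000 random lists, as it also was with a pseudocount of 0.1 (1.35) and 5 (0.39). Besides the genes of the pathway, these markers include *SOX10*, the regulator of the melanocyte lineage, which is shared with glia. *TFAP2A*, a transcription factor of pigment cells and epidermis, was lower, at 42.2 FPKM in BS and 84.7 FPKM in WS, just short of 2-fold with the pseudocount. In the authors' table, 9 of the markers passed the paper's thresholds with more expression in BS, and *TFAP2A* passed them with less. Of the 25 listed markers, 8 are genes that the paper names, so the list is not independent of them.

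Markers of other cell types differed as well. Glial markers had a median of 0.86, with 3 of 7 at least 2-fold higher in BS: the myelin gene *MBP* (122 FPKM in BS, 50.9 FPKM in WS, in a locus that overlaps another), the neurotrophin receptor *NGFR* (25.6 FPKM and 7.21 FPKM) and *SOX2* (3.76 FPKM and 0.632 FPKM). Endothelial markers had a median of 0.45 (0.28 with a pseudocount of 5), with the lymphatic gene *LYVE1* at 11.2 FPKM in BS and 4.58 FPKM in WS. Smooth muscle markers had a median of 0.42 and leukocyte markers one of 0.40, with *CYBB*, a phagocyte oxidase gene, at 7.5 FPKM and 2.55 FPKM and *MARCO*, a macrophage receptor, at 21.8 FPKM and 9.79 FPKM. Adipocyte markers had a median of 0.22 and none was 2-fold apart. Fibroblast and collagen genes had a median of 0.04 (percentile 92.9), and 0.19 with equal totals without the 50 most abundant genes. Of 20 measured, 12 were higher in BS by any margin, and the 1 gene past the paper's thresholds was higher in BS. *COL1A2*, whose locus overlaps another expressed locus, was at 2852 FPKM in BS and 6495 FPKM in WS and did not pass them (authors' p value 0.585). Keratinocyte markers had a median of -0.75, below all random lists. Under a pseudocount of 5, *SOX2* (0.64), *LYVE1* (0.76), *CYBB* (0.73) and *MARCO* (0.86) were short of 2-fold.

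From its results taken as a whole, the paper states that there is strong evidence for a difference in the level of melanogenesis between the 2 skin colors, and that more investigation of the regulatory relationships of these genes is needed.

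**Figure D2:**
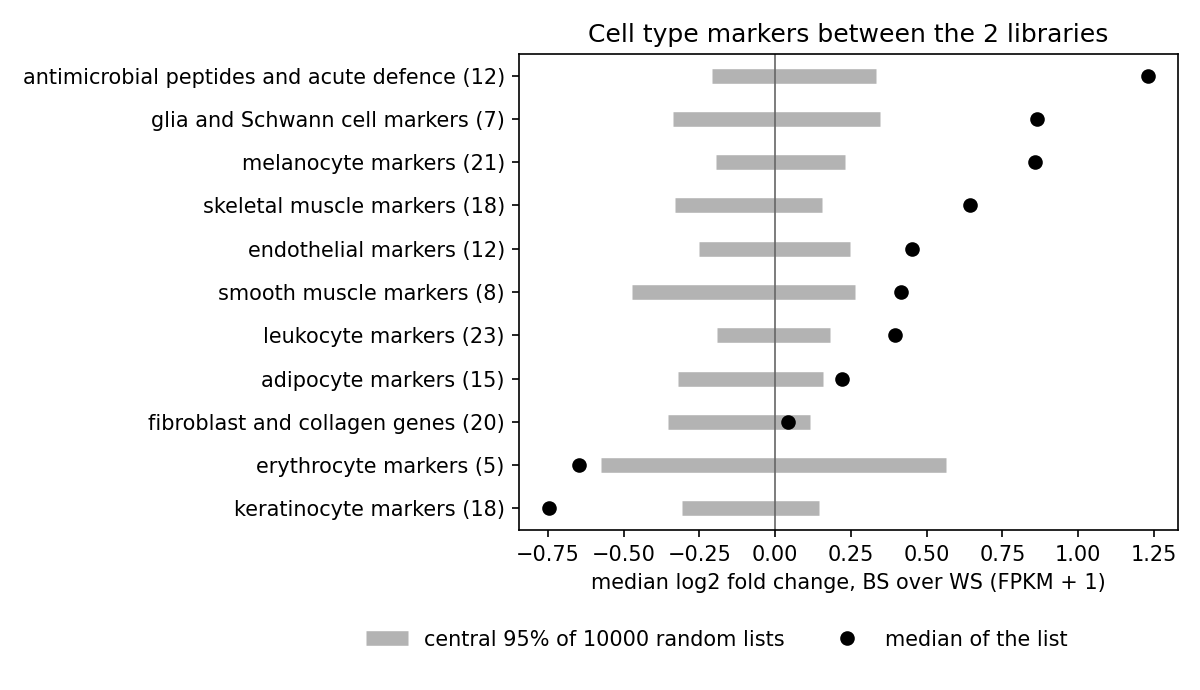
Median log2 fold change of cell type marker lists, BS over WS (horizontal axis, FPKM + 1), with the number of measured genes in parentheses. Points are list medians and gray bars the central 95% of 10000 random lists matched on size and mean expression. Pigment cell and glial markers lie at 0.86 and keratinocyte markers at -0.75.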

## Conclusion

In summary, this is an original report of the transcriptome analysis of the skin from chickens with white or black skin color. The present study described and revealed a set differentially expressed known and novel genes found in chicken skin that are potentially related to skin color and other physiological functions. The *MC1R* gene showed no difference in expression between chickens with black versus white skin color, and it is of particular interest for future studies to elucidate its functional roles in the regulation of skin color. The results provide a valuable theoretical basis for future breeding schemes for Lueyang chickens and a foundation for research regarding the manipulation of skin color.

## References

[1] SturmRA, DuffyDL. Human pigmentation genes under environmental selection. Genome biology. 2012;13(9):248 Epub 2012/11/01. 10.1186/gb-2012-13-9-248 23110848PMC3491390

[2] DereureO. Drug-induced skin pigmentation. Epidemiology, diagnosis and treatment. American journal of clinical dermatology. 2001;2(4):253–62. Epub 2001/11/14. .1170525210.2165/00128071-200102040-00006

[3] JablonskiNG, ChaplinG. Human skin pigmentation as an adaptation to UV radiation. P Natl Acad SciUSA. 2010;107:8962–8. 10.1073/pnas.0914628107 ISI:000277553800010.PMC302401620445093

[4] DucrestAL, KellerL, RoulinA. Pleiotropy in the melanocortin system, coloration and behavioural syndromes. Trends in ecology & evolution. 2008;23(9):502–10. 10.1016/j.tree.2008.06.001 .18644658

[5] HartKL, KimuraSL, MushailovV, BudimlijaZM, PrinzM, WurmbachE. Improved eye- and skin-color prediction based on 8 SNPs. Croatian Medical Journal. 2013;54(3):248–56. 10.3325/cmj.2013.54.248 WOS:000321410700006. 23771755PMC3694299

[6] DuffyDL, ZhaoZZ, SturmRA, HaywardNK, MartinNG, MontgomeryGW. Multiple pigmentation gene polymorphisms account for a substantial proportion of risk of cutaneous malignant melanoma. J Invest Dermatol. 2010;130(2):520–8. 10.1038/jid.2009.258 19710684PMC3672059

[7] NanH, KraftP, HunterDJ, HanJ. Genetic variants in pigmentation genes, pigmentary phenotypes, and risk of skin cancer in Caucasians. International journal of cancer Journal international du cancer. 2009;125(4):909–17. 10.1002/ijc.24327 19384953PMC2700213

[8] SulemP, GudbjartssonDF, StaceySN, HelgasonA, RafnarT, MagnussonKP, et al Genetic determinants of hair, eye and skin pigmentation in Europeans. Nature genetics. 2007;39(12): 1443–52. 10.1038/ng.2007.13 .17952075

[9] MinvielleF, Bed'homB, CovilleJL, ItoS, Inoue-MurayamaM, GourichonD. The "silver" Japanese quail and the MITF gene: causal mutation, associated traits and homology with the "blue" chicken plumage. Bmc Genetics. 2010;11 Artn 15 10.1186/1471-2156-11-15 WOS:000275834700001.PMC284157520184729

[10] YangGL, FuDL, LangX, WangYT, ChengSR, FangSL, et al Mutations in MC1R gene determine black coat color phenotype in Chinese sheep. TheScientificWorldJournal. 2013;2013:675382 10.1155/2013/675382 24082855PMC3776380

[11] BarrettRD. Bad coat, ripped genes: cryptic selection on coat colour varies with ontogeny in Soay sheep. Molecular ecology. 2012;21(12):2833–5. 10.1111/j.1365-294X.2012.05560.x .22676073

[12] GrattenJ, BeraldiD, LowderBV, McRaeAF, VisscherPM, PembertonJM, et al Compelling evidence that a single nucleotide substitution in TYRP1 is responsible for coat-colour polymorphism in a free-living population of Soay sheep. Proceedings Biological sciences / The Royal Society. 2007;274(1610):619–26. 10.1098/rspb.2006.3762 17254985PMC2197217

[13] LiYL, ZhuXP, YangL, LiJY, LianZX, LiN, et al Expression and network analysis of genes related to melanocyte development in the Silky Fowl and White Leghorn embryos. Molecular biology reports.2011;38(2):1433–41. 10.1007/s11033-010-0248-2 WOS:000286472600093. 20848220

[14] EmaresiG, DucrestAL, BizeP, RichterH, SimonC, RoulinA. Pleiotropy in the melanocortin system: expression levels of this system are associated with melanogenesis and pigmentation in the tawny owl (Strix aluco). Molecular ecology. 2013;22(19):4915–30. 10.1111/mec.12438 .24033481

[15] PlonkaPM, PasseronT, BrennerM, TobinDJ, ShibaharaS, ThomasA, et al What are melanocytes really doing all day long…? Exp Dermatol. 2009;18(12):1096- doi: 10.1111/ j.1600-0625.2009.00985.xISI:000271973700053.10.1111/j.1600-0625.2009.00912.xPMC279257519659579

[16] ParvezS, KangMK, ChungHS, ChoCW, HongMC, ShinMK, et al Survey and mechanism of skin depigmenting and lightening agents. Phytotherapy Research. 2006;20(11):921–34. doi: 10.1002 /Ptr.1954 WOS:000242254000001. 1684136710.1002/ptr.1954

[17] OlivaresC, SolanoF. New insights into the active site structure and catalytic mechanism of tyrosinase and its related proteins. Pigm Cell Melanoma R. 2009;22(6):750–60. doi: 10.1111/ j.1755-148X.2009.00636.x WOS:000270830600011. 1973545710.1111/j.1755-148X.2009.00636.x

[18] NorrisBJ, WhanVA. A gene duplication affecting expression of the ovine ASIP gene is responsible for white and black sheep. Genome research. 2008;18(8):1282–93. 10.1101/gr.072090.107 WOS:000258116100009. 18493018PMC2493430

[19] FanRW, XieJS, BaiJM, WangHD, TianX, BaiR, et al Skin transcriptome profiles associated with coat color in sheep. BMC genomics. 2013;14 Artn 389. 10.1186/1471-2164-14-389 WOS:000320727700001. 23758853PMC3689618

[20] YangYJ, ZhaoR, HeXY, LiLP, WangKW, ZhaoL, et al A Novel Splicing Mutation of KIT Results in Piebaldism and Auburn Hair Color in a Chinese Family. Biomed Res Int. 2013 Artn 689756. 10.1155/2013/689756 WOS:000323507600001.PMC375543424000325

[21] YamadaT, HasegawaS, InoueY, DateY, YamamotoN, MizutaniH, et al Wnt/beta-Catenin and Kit Signaling Sequentially Regulate Melanocyte Stem Cell Differentiation in UVB-Induced Epidermal Pigmentation. J Invest Dermatol. 2013;133(12):2753–62. 10.1038/Jid.2013.235 WOS:000327015400016. 23702581

[22] SaravanperumalSA, PediconiD, RenieriC, La TerzaA. Alternative splicing of the sheep MITF gene:Novel transcripts detectable in skin. Gene.2014;552(1):165–75. 10.1016/j.gene.2014.09.031 WOS:000343846700021. 25239663

[23] SolanoF, BrigantiS, PicardoM, GhanemG. Hypopigmenting agents: an updated review on biological, chemical and clinical aspects. Pigment Cell Research. 2006;19(6):550–71. doi: 10.1111/ j.1600-0749.2006.00334.x WOS:000241739400002. 1708348410.1111/j.1600-0749.2006.00334.x

[24] SchafflerA, ScholmerichJ, BuechlerC. The role of 'adipotropins' and the clinical importance of a potential hypothalamic-pituitary-adipose axis. Nat Clin Pract Endocrinol Metab. 2006;2(7): 374–83. 10.1038/ncpendmet0197 .16932320

[25] Lalueza-FoxC, RomplerH, CaramelliD, StaubertC, CatalanoG, HughesD, et al A melanocortin 1 receptor allele suggests varying pigmentation among Neanderthals. Science. 2007;318(5855): 1453–5. 10.1126/science.1147417 .17962522

[26] RobertsDW, NewtonRA, BeaumontKA, Helen LeonardJ, SturmRA. Quantitative analysis of MC1R gene expression in human skin cell cultures. Pigment Cell Res. 2006;19(1):76–89. 10.1111/j.1600-0749.2005.00286.x .16420249

[27] DessiniotiC, AntoniouC, KatsambasA, StratigosAJ. Melanocortin 1 Receptor Variants: Functional Role and Pigmentary Associations. Photochem Photobiol. 2011;87(5):978–87. 10.1111/j.1751-1097.2011.00970.x ISI:000295049700004. 21749400

[28] KinslerVA, Abu-AmeroS, BuddP, JacksonIJ, RingSM, NorthstoneK, et al Germline melanocortin-1-receptor genotype is associated with severity of cutaneous phenotype in congenital melanocytic nevi: a role for MC1R in human fetal development. J Invest Dermatol. 2012;132(8):2026–32. 10.1038/jid.2012.95 22572819PMC3398254

[29] ChenW, LiJ, QuH, SongZ, YangZ, HuoJ, et al The melanocortin 1 receptor (MC1R) inhibits the inflammatory response in Raw 264.7 cells and atopic dermatitis (AD) mouse model. Molecular biology reports. 2013;40(2):1987–96. 10.1007/s11033-012-2256-x .23090482

[30] GangosoL, GrandeJM, DucrestAL, FiguerolaJ, BortolottiGR, AndresJA, et al MC1R-dependent, melanin-based colour polymorphism is associated with cell-mediated response in the Eleonora's falcon. J Evol Biol. 2011;24(9):2055–63. 10.1111/j.1420-9101.2011.02336.x .21696477

[31] GruberJV, HoltzR. Examining the Impact of Skin Lighteners In Vitro. Oxid Med Cell Longev. 2013 Artn 702120. 10.1155/2013/702120 ISI:000318923100001. 23738040PMC3655678

[32] HoffmanJI, KrauseET, LehmannK, KrugerO. MC1R Genotype and Plumage Colouration in the Zebra Finch (Taeniopygia guttata): Population Structure Generates Artefactual Associations. Plos One. 2014;9(1). ARTN e86519 10.1371/journal.pone.0086519 ISI:000 330570000044.PMC390603824489736

[33] BradleyBJ, GeraldMS, WiddigA, MundyNI. Coat Color Variation and Pigmentation Gene Expression in Rhesus Macaques (Macaca mulatta). Journal of Mammalian Evolution. 2013;20(3): 263–70. 10.1007/s10914-012-9212-3 WOS:000322187200008.

[34] PenagaricanoF, ZorrillaP, NayaH, RobelloC, UriosteJI. Gene expression analysis identifies new candidate genes associated with the development of black skin spots in Corriedale sheep. Journal of Applied Genetics. 2012;53(1):99–106. 10.1007/s13353-011-0066-9 WOS:000299525700011. 21952730

[35] DrogemullerC, GieseA, Martins-WessF, WiedemannS, AnderssonL, BrenigB, et al The mutation causing the black-and-tan pigmentation phenotype of Mangalitza pigs maps to the porcine ASIP locus but does not affect its coding sequence. Mammalian Genome. 2006;17(1): 58–66. 10.1007/s00335-005-0104-1 WOS:000234825800007. 16416091

[36] HawkesJE, CassidyPB, MangaP, BoissyRE, GoldgarD, Cannon-AlbrightL, et al Report of a novel OCA2 gene mutation and an investigation of OCA2 variants on melanoma risk in a familial melanoma pedigree. J Dermatol Sci. 2013;69(1):30–7. 10.1016/j.jdermsci.2012.09.016 WOS:000313611600003. 23103111PMC4775076

[37] YamaguchiK, WatanabeC, KawaguchiA, SatoT, NakaI, ShindoM, et al Association of melanocortin 1 receptor gene (MC1R) polymorphisms with skin reflectance and freckles in Japanese. Journal of human genetics. 2012;57(11):700–8. 10.1038/Jhg.2012.96 WOS:000311489500002. 22854540

[38] AbeY, TamiyaG, NakamuraT, HozumiY, SuzukiT. Association of melanogenesis genes with skin color variation among Japanese females. J Dermatol Sci. 2013;69(2):167–72. doi: 10.1016/j. jdermsci.2012.10.016 WOS:000315538800010. 2316516610.1016/j.jdermsci.2012.10.016

[39] EdwardsM, BighamA, TanJZ, LiSL, GozdzikA, RossK, et al Association of the OCA2 Polymorphism His615Arg with Melanin Content in East Asian Populations: Further Evidence of Convergent Evolution of Skin Pigmentation. PLoS genetics. 2010;6(3). ARTN e1000867 10.1371/journal.pgen.1000867 WOS:000276311400021. 20221248PMC2832666

How the deposited data were processed for this re-analysis (not part of the article)

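RNA-Seq was run on back skin of Lueyang chickens with white skin (WS) and black skin (BS), with 1 library per skin color, each made from RNA pooled from 3 birds. The authors deposited expression as FPKM, computed per length of exon model and per number of mapped reads, for every locus in both libraries. The submitters' processing notes name Cuffdiff and galGal4, and the paper's methods name Bowtie and a different reference file, so the genome build behind the deposited coordinates is unsettled. The p value and the q value (adjusted p value) of each locus are the authors', as deposited, and rest on a single pooled library per color. The deposited column of fold changes holds infinities and spreadsheet errors, so fold changes were recomputed from FPKM. Directions are given as BS relative to WS.

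A total of 18608 loci above 0 in at least 1 library carry the authors' calls (2360 of them marked as not tested), and 5 loci whose estimate had failed were left out. Of the loci in the full table, 13386 carry a gene symbol, 3642 an identifier, 503 several merged names and 5301 no name, and 21 names had been turned into dates by a spreadsheet and were left out of the lists. Of 12797 gene symbols, 10511 are also symbols of the annotation of GRCg7b, which was used only for this comparison of names. The deposited tables give no counts of reads, so counting error could not be computed, and the depth is that of the paper's Table 2. The FPKM of the 2 libraries had a Spearman correlation of 0.917 across 15020 loci with at least 1 FPKM in the higher library. This is a correlation across genes, which are not independent replicates.

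The authors' calls were counted at the paper's thresholds (absolute log2 ratio above 1 and the authors' p value at most 0.05). The authors' own mark of significance is carried by 649 loci and sets no limit on fold change. No p value was computed here, since a single library per color allows no test. For all other comparisons, log2 fold changes were computed with a pseudocount of 1, and loci with less than 1 FPKM in the higher library were not counted. Where several loci share a symbol, the locus with the highest mean was used. The median log2 fold change of each gene list was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and called outside where it lay beyond the central 95% of them. Genes of a list are often expressed together, which random lists ignore, so percentiles are descriptions.

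The choices of comparison, gene lists, named genes and alternatives were made before the data were examined, apart from those said to be chosen later. Apart from those of Fig 5 and of the genes the paper names, the lists were written from textbook knowledge of pathways and cell types. The lists of red and other boxes of Fig 5 were read from the drawing by eye. Where a box names a gene family, such as the Wnt ligands, all its members were taken. The list of genes the paper names was taken from its text. Named genes were those the paper names, the 12 genes with the largest fold change in each direction among the authors' calls with at least 5 FPKM in the higher library, up to 6 members of each list among those at least 2-fold apart, the 5 most abundant named genes in each library and up to 4 unnamed loci per direction. A few of these are left out of the text, because they are not reported here, because their names are transcript identifiers or because 2 unnamed loci per direction were enough. *SOX10*, *TFAP2A*, *GAL10*, *RPS6*, *RPL37*, *RPS23* and *RPL17L* and other genes listed at 0, and the most abundant markers of a cell type, were named after their values were seen.

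Alternatives were a pseudocount of 0.1 or 5, no filter or at least 5 FPKM, 3 other scalings of the libraries, a stricter p value or fold change and sums over loci that share a symbol. The scalings set the median log2 ratio to 0, the upper quartiles equal, or the totals without the 50 most abundant genes equal. The factors they put on BS, on the log2 scale, are 0.06, 0.08 and 0.15, respectively, and with the pseudocount genes near 0 shift by less. The procedure was tested on simulated data with 200 genes changed 4-fold among 9394, of which 197 were found in the right direction and none of the 9194 others was 2-fold apart. The simulated noise was small and the same at every expression level, with no counting error and no unnamed loci. That no unchanged gene was 2-fold apart was therefore built in, and it gives no rate of false differences for these 2 libraries. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.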

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

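All tests of explanations in this part were chosen only after the results were seen.

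*EDN3*, the endothelin that promotes the growth of pigment cells, was higher in BS with a log2 fold change of 2.43, and the paper does not discuss it. Its receptor gene *EDNRB2* (1.78) and the melanosome transport gene *MLPH* (2.34) were also higher in BS and are not discussed in the paper. *MYH1*, a myosin of fast muscle fibers, had a log2 fold change of 3.61. *RPS15A*, a ribosomal protein gene whose locus overlaps that of *ARL6IP1*, had one of 2.20. These genes were picked from the lists as ones that the paper does not name, at least 2-fold higher in BS, with at least 5 FPKM and a small authors' p value. The rule took only genes higher in BS, so listed genes higher in WS, such as *HSD3B1* and *RPL26*, could not be picked. No control library gives a background level for any of the genes picked.

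Pigment cell markers were higher in BS. As deposited, the median of the list was 0.86. The 3 other scalings all raise BS, by factors of at most 0.15 on the log2 scale, so the median could not fall under them. That it stayed above 0 is therefore no test of the scaling. Under each scaling the list lay above all random lists (percentile 100). A factor shared by all genes moves the random lists as well, which argues against the scaling as the whole cause. A smaller share of keratinocytes would raise every other cell type alike, but the pigment median was 0.81 above that of fibroblast and collagen genes, beyond the upper bound of 0.45 that all but a small share of random pairs of lists kept to, and it was above such a bound against 5 of 8 lists of cell types other than keratinocytes and within it against glia (-0.0067), skeletal muscle (0.22) and smooth muscle (0.44). With 1 library per skin color, differences between the pooled birds for reasons other than skin color cannot be told apart from skin color here, although the paper reports by qPCR on 5 birds per color that *TYR*, *KIT*, *OCA2* and *ASIP* differed, of which *ASIP* is not on the list. More pigment cells, or more transcript in each, remain open and untested, as does a change shared with glia or muscle, and of the markers 10 are also in another list and 8 are named by the paper.

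Keratinocyte markers were lower and skeletal muscle markers were higher in BS. As deposited, the median was -0.75 for keratinocyte markers and 0.64 for skeletal muscle markers. The other scalings all raise BS, by at most 0.15 on the log2 scale, so neither median could change sides of 0 under them. That both stayed on their sides, each by at least 0.61, is therefore no test of the scaling. A single factor cannot lower the keratinocyte list and raise the muscle list. This argues against the scaling as the cause of the gap between the lists. It does not settle on which side of 0 each list lies. A smaller share of epidermis in the black piece stays open, since the 94.4% of keratinocyte markers that were lower, with *KRT15* (579 FPKM in BS, 1013 FPKM in WS) and *KRT14* (374 FPKM and 543 FPKM) among them, only restates the pattern. A larger share of skeletal muscle in the black piece stays open in the same way, with 88.9% of its markers higher, among them *ACTA1* (17804 FPKM and 9387 FPKM) and *MYL1* (3215 FPKM and 1662 FPKM) but not *DES* (2208 FPKM and 2372 FPKM). Skin color, the depth of the piece and the pooled birds were not tested apart, and 8 of the keratinocyte and 4 of the muscle markers are also in another list.

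Every locus of 24 chromosomes and contigs, with *TYRP1* among them, was at 0 in both libraries. That genes on these sequences are not expressed in the skin is argued against, for the sequences as a whole, by 4 ribosomal protein genes there that were at 0, while all 69 elsewhere were above 0. The count of unnamed loci on these sequences was 0, against 5301 elsewhere. Unnamed loci could be missing whether genes there were not expressed or reads from there were not aligned or not quantified. The count therefore cannot tell these explanations apart. For *TYRP1* itself the paper reports no detection and states that its sequencing and its qPCR gave like results, so its absence from skin stays open. Which step was involved stays open too, and no biological explanation was tested.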

How the results depend on the processing

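The settings of p value alone, of a minimum span, of 100 FPKM and of failed estimates were chosen after seeing the data. No paired analysis was possible because there was 1 library per skin color. No called value reversed its direction. Of 684 values of named genes under the alternatives, 584 moved by less than 0.25 on the log2 scale, and 98 of the other 100 did so under a pseudocount of 0.1 or 5. Of 272 list medians, 259 moved by less than 0.25, and 20 to 22 lists lay outside the central 95% of random lists (21 as reported). The 541 calls came to 252 with the authors' p value at most 0.01, 21 with their q value at most 0.05 and 246 with an absolute log2 ratio above 2, and stayed between 388 and 649 otherwise. The 155 unnamed calls came to 5 with the q value and 66 with at least 5 FPKM. Of the 50 unnamed loci at 0 in WS, 2 had a q value at most 0.05, 10 had at least 5 FPKM and 4 had at least 100 FPKM. Without the thresholds, 238 loci with at least 1 FPKM were at 0 in 1 library. Each stricter setting keeps fewer loci by construction. The 1548 loci at least 2-fold apart came to 2757 and 593 with a pseudocount of 0.1 and 5, 934 with at least 5 FPKM and 326 at 4-fold (181 higher in BS and 145 in WS, 55.5% in BS, with the deposited scaling). The share of the loci at least 2-fold apart that were higher in BS was 44.8% as deposited, 50% with the median ratio set to 0, 51.6% with equal upper quartiles and 57.3% (899 against 671) with equal totals without the 50 most abundant genes, since these scalings raise BS. Sums over loci sharing a symbol moved 2 named genes by more, and the cause was not tested. The median of interferon genes was -0.04 and that of patterning genes -0.17 with at least 5 FPKM, of opposite sign to the values as reported. Equal totals also moved several small list medians by more than 1.5 times, such as that of steroid genes to -0.07 and that of fibroblast and collagen genes to 0.19. With no read counts in the deposited tables, what depth limits was not tested.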

Differences from the paper's values

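The settings of p value alone and of at least 100 FPKM were chosen after seeing the values. The paper gives 4 highly expressed unnamed genes found exclusively in black skin, and 50 unnamed loci past its thresholds were above 0 in BS and at 0 in WS. It states no limit for high expression. None of the alternatives set before the data were examined came within 1.5 times of the paper's value, with 50 at p at most 0.01, 2 at q at most 0.05, 50 at an absolute log2 ratio above 2, 36 at 1 FPKM and 10 at 5 FPKM. With at least 100 FPKM in BS the count was 4, a limit chosen after seeing the values that drops 46 of the 50.

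The paper's text gives 40 differentially expressed genes in melanogenesis, and its Table 3 gives 4, with 40 there as the number of all unigenes in the pathway. Of the genes of Fig 5, 7 passed the paper's thresholds in the authors' table. Against the text, all alternatives set before the data were examined differed, with counts from 1 to 7. Against Table 3, the count of 5 with at least 5 FPKM did not differ, and the counts of 2 at p at most 0.01, 1 at q at most 0.05, 2 at an absolute log2 ratio above 2, 7 at 1 FPKM and 7 with centred fold changes did. For calcium signaling, the paper's Table 3 gives 6 and the list used here gives 2, *EDNRB2* and *CACNA1S*. All alternatives set before the data were examined differed from 6, with counts from 0 to 2. With the authors' p value alone, a setting chosen after seeing the values, the count was 4, which is within 1.5 times. The lists used here are not the KEGG assignments.

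The paper's totals were reached under a setting chosen after seeing the values. The authors' table has its own mark of significance, carried by 649 loci, all with an authors' p value at most 0.05. These are all loci that reach this p value, so the mark follows the p value and sets no limit on fold change. With the authors' p value at most 0.05 alone and no limit on fold change, the counts equal the paper's 649 genes (314 and 335), 162 unnamed loci (73 and 89) and 506 genes in both libraries, and drop none of them.

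The paper states that *SLC38A1* did not differ, and it passed the paper's thresholds in the authors' table, lower in BS, with an authors' p of 0.0482. It was short of 2-fold under each of the 3 other scalings. The paper sets *SLC16A5* beside *SLC16A9* as changed in the same direction, and *SLC16A5* was lower in BS (log2 fold change -0.95) while *SLC16A9* was higher (1.02). It sets *SLC16A1* beside *SLC25A48* and *SLC47A2* as changed in the same direction, and *SLC16A1* was higher in BS (0.61) and not past the thresholds, while the others were lower (-1.14 for both). The paper gives a stricter p threshold for *KIT*, *TYR* and *ASIP* than the authors' p of 0.0439, 0.018 and 0.0103 in the deposited table meet, although all were higher in BS. The legend of Fig 5 states that the genes in red frames were higher in black skin. The list used here takes all members of a gene family that a frame names. Of its 43 measured genes, 19 were higher and 24 lower by any margin, with *TYR*, *ASIP* and *KIT* among the higher. A frame may stand for only some members of a family, so these counts do not contradict the legend. With equal totals without the 50 most abundant genes, 24 were higher and 19 lower, and with equal upper quartiles 22 were higher and 21 lower. The legend of Fig 2 defines the fold change as WS over BS, and the paper's counts of up-regulated genes match loci higher in BS. *TYR* had the greatest fold change of the color genes that the paper names, as the paper states, but with a pseudocount of 5 that of *DCT* was greater.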

Other observations

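The lists in this part were fixed before the data were examined, and no test of an explanation is reported in it. Of 7 ligands of pigment cells and their antagonists, *EDN3* and *ASIP* were at least 2-fold higher in BS and none was lower by that margin, with a median log2 fold change of 0.47 (percentile 99.0), and 0.27 with a pseudocount of 5. *EDN3* stood at 23.0 FPKM in BS and 3.44 FPKM in WS, 6.67-fold higher, in a locus on chromosome 20 from 10750406 to 10765856. The other 8 of 9 measured genes of the Fibromelanosis interval, which is duplicated in some black-skinned breeds, were within 2-fold. The median of that list was 0.06 (percentile 80.4), with 5 genes higher and 4 lower by any margin. With a pseudocount of 0.1, 2 of the 9 were at least 2-fold higher. A 2-fold limit can miss smaller rises. Copy number, and whether each listed gene lies in the duplicated part, were not examined. All 4 genes found of the dermal pigment interval on chromosome Z were listed at 0, like every locus there. The list of genes that the paper names, some known from earlier work and others named for their values in these samples, is not independent of the paper's findings and had 5 of 18 at least 2-fold higher, 4 lower and a median of 0.29, but 0.12 with a pseudocount of 5 and 0.74 with at least 5 FPKM.

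Of 19 laminin and basement membrane genes, the collagens *COL4A1* (223 FPKM in BS, 104 FPKM in WS) and *COL4A2* (112 FPKM and 54.6 FPKM) were higher in BS. *LAMB3*, a laminin chain made by keratinocytes, was lower (19.4 FPKM and 41.4 FPKM), in a locus that overlaps another, and the median was 0.25 (percentile 99.9), but 0.07 (percentile 90.5) with no filter on low values. Of 12 feather keratin and epidermal differentiation genes, the feather keratin *F-KER* was higher (36.0 FPKM and 6.31 FPKM), and *BKJ* (0.184 FPKM and 5.36 FPKM) and *KRT9* (2682 FPKM and 5464 FPKM) were lower, with a median of -0.22 (percentile 6.85), but -0.81 with at least 5 FPKM, -0.09 (percentile 16.8) with a pseudocount of 5 and -0.05 (percentile 27.4) with no filter on low values. Of 20 patterning genes, *EN1*, a homeobox gene, was higher (121 FPKM and 57.9 FPKM). *FGFR2*, a growth factor receptor of the epidermis, was lower (44.0 FPKM and 89.6 FPKM). The median was 0.12, but -0.17 with at least 5 FPKM. In the authors' table, *COL4A2*, *LAMB3* and *FGFR2* passed the paper's thresholds. *COL4A1*, *BKJ*, *KRT9*, *EN1* and *F-KER*, whose locus spans 297 bp, did not.

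Of 69 ribosomal protein genes, 55 were lower in BS by any margin, with a median of -0.41, below all random lists, and -0.27 with equal totals without the 50 most abundant genes, although *RPS15A* (5271 FPKM and 1150 FPKM) and *RPS28* (193 FPKM and 46.2 FPKM), whose loci overlap others, and *RPL3L* (50.4 FPKM and 24.2 FPKM), whose locus does not, were higher. With a pseudocount of 5, the log2 fold change of *RPL3L* was 0.92. *RPL26* stood at 517 FPKM in BS and 1725 FPKM in WS. Of 57 genes of oxidative phosphorylation, 1 was at least 2-fold higher, *NDUFA4*, a respiratory chain component (639 FPKM and 302 FPKM), and the median was 0.23 (percentile 100). All 19 cell cycle genes were higher in BS by any margin and none by 2-fold, with a median of 0.29, and with at least 5 FPKM the list lay within the central 95% of random lists. Of 18 heat shock and unfolded protein response genes, *HSPB1*, a small heat shock protein, was lower (2413 FPKM and 5197 FPKM), and the median was 0.14 (percentile 97.7). Of 11 immediate early genes, *CTGF* was higher (104 FPKM and 46.8 FPKM), and the median was -0.21 (percentile 12.5). No gene was 2-fold apart among 17 interferon response genes (median 0.0059, but -0.04 with at least 5 FPKM) and 6 carotenoid genes (median -0.15). Of 11 housekeeping genes, *GAPDH* was at least 2-fold higher, *ACTB* stood at 90.6 FPKM in BS and 49.0 FPKM in WS, and the median was 0.06 (percentile 87.7). In the authors' table, *RPS15A*, *RPS28*, *RPL3L*, *RPL26* and *CTGF* passed the paper's thresholds, and *NDUFA4*, *HSPB1*, *GAPDH* and *ACTB* did not. Of all 34 lists with at least 3 measured genes, 17 lay above and 4 below the central 95% of random lists.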
